# Remarkable metabolic reorganization and altered metabolic requirements in frog metamorphic climax

**DOI:** 10.1186/s12983-020-00378-6

**Published:** 2020-10-08

**Authors:** Wei Zhu, Liming Chang, Tian Zhao, Bin Wang, Jianping Jiang

**Keywords:** Amphibian, Metabolic reorganization, Metabolic switch, Metamorphosis

## Abstract

**Background:**

Metamorphic climax is the crucial stage of amphibian metamorphosis responsible for the morphological and functional changes necessary for transition to a terrestrial habitat. This developmental period is sensitive to environmental changes and pollution. Understanding its metabolic basis and requirements is significant for ecological and toxicological research. *Rana omeimontis* tadpoles are a useful model for investigating this stage as their liver is involved in both metabolic regulation and fat storage.

**Results:**

We used a combined approach of transcriptomics and metabolomics to study the metabolic reorganization during natural and T3-driven metamorphic climax in the liver and tail of *Rana omeimontis* tadpoles. The metabolic flux from the apoptotic tail replaced hepatic fat storage as metabolic fuel, resulting in increased hepatic amino acid and fat levels. In the liver, amino acid catabolism (transamination and urea cycle) was upregulated along with energy metabolism (TCA cycle and oxidative phosphorylation), while the carbohydrate and lipid catabolism (glycolysis, pentose phosphate pathway (PPP), and β-oxidation) decreased. The hepatic glycogen phosphorylation and gluconeogenesis were upregulated, and the carbohydrate flux was used for synthesis of glycan units (e.g., UDP-glucuronate). In the tail, glycolysis, β-oxidation, and transamination were all downregulated, accompanied by synchronous downregulation of energy production and consumption. Glycogenolysis was maintained in the tail, and the carbohydrate flux likely flowed into both PPP and the synthesis of glycan units (e.g., UDP-glucuronate and UDP-glucosamine). Fatty acid elongation and desaturation, as well as the synthesis of bioactive lipid (e.g., prostaglandins) were encouraged in the tail during metamorphic climax. Protein synthesis was downregulated in both the liver and tail. The significance of these metabolic adjustments and their potential regulation mechanism are discussed.

**Conclusion:**

The energic strategy and anabolic requirements during metamorphic climax were revealed at the molecular level. Amino acid made an increased contribution to energy metabolism during metamorphic climax. Carbohydrate anabolism was essential for the body construction of the froglets. The tail was critical in anabolism including synthesizing bioactive metabolites. These findings increase our understanding of amphibian metamorphosis and provide background information for ecological, evolutionary, conservation, and developmental studies of amphibians.

## Introduction

Metamorphosis of amphibians often marks transition from a larval aquatic environment to a juvenile terrestrial environment [1]. This process is regulated by the interaction between thyroid hormones (THs: T3, the active TH form; T4, low-activity TH precursor) and its receptors [2–4]. In the morphological changes of tadpoles, metamorphosis is classified into pre-metamorphosis (stages 25–30; with no or rudimentary limb buds), pro-metamorphosis (stages 31–41; without external forelimbs), and metamorphic climax (stages 42–45; resorption of the tail) [1, 5]. Metamorphic climax is initiated by a peak of plasma T3 concentration in tadpoles [2, 3]. It involves dramatic changes in morphology and physiology, including remodeling of tadpole organs (e.g., the oral and gastrointestinal tract) into their adult form, resorption of tadpole-specific structures (e.g., the gill and tail), and development of adult-specific tissues such as limbs [6, 7]. It is a model system for studying the molecular network underlying the T3-mediated apoptosis, cellular reprogramming, and organogenesis in vertebrates [8–11]. Metamorphic climax is also a focus in ecology and toxicology studies of amphibians because it is a critical stage determining individual survival and population dynamics [12, 13].

Metabolism is at the end stage of cellular regulation cascades in response to endocrine signals and environmental factors [14]. The pivotal role of T3 in systematic metabolic regulation suggests comprehensive metabolic adjustments during the onset of metamorphic climax [15]. However, the metabolic requirements and adjustments potentially supporting the proceeding of morphological and functional transformation of metamorphic tadpoles are unclear [16, 17]. Energy metabolism is the basis of the many cellular processes. Adequate nutrient storage is essential for non-feeding metamorphic tadpoles to fuel their morphological remodeling and basic metabolism [7, 18–20]. Fat is the major fuel used during starvation in pro-metamorphic tadpoles [21, 22]. In tadpoles of some species (*Rana omeimontis* and *Xenopus laevis*), fat storage is also consumed during metamorphic climax [23], and its abundance provides a body condition signal to regulate the onset of metamorphic climax [21, 24]. The tail of tadpoles is another energy storage organ specific to metamorphic climax [25]. The tail and fat-storage organs (fat body and liver) may be complementary in supporting energy production and consumed sequentially during metamorphic climax [21, 22], but the coordination of metabolic fluxes from these storage organs is unclear.

The metabolic requirements of metamorphic tadpoles involve more than energy production. Organogenesis and organ remodeling rely on substantial biosynthesis [26]. The manner by which tadpoles coordinate the requirements of energy production and anabolism with limited nutrient storage is unknown, but may help further the understanding of the mechanisms determining froglet body size. Individual development and organogenesis appear to be coupled with a switch of metabolic substrates and reorganization of the metabolic network [27–30]. All three major types of metabolic substrates (carbohydrates, lipids, and amino acids) can be used as fuel for energy production, but their roles in metabolite interconversion and biosynthesis appear to be different [31]. This implies metabolic reorganization during the onset of metamorphic climax. The encouraged metabolic pathways may be critical for the metamorphic climax process. It is also important to determine if metabolites help to regulate metabolic coordination or the metamorphic processes.

To study the metabolic requirements of metamorphic climax, it is useful to examine the systematic adjustments of metabolic fluxes within and between major metabolic organs. The liver plays a central role in regulating metabolism. It coordinates the metabolite fluxes from different energy storage organs (fat body and the tail). The metabolic adjustments in the liver and energy storage organs, as well as the metabolic interactions between organs, likely illustrate the dynamic changes in metabolism during metamorphic climax. *Rana omeimontis* tadpoles lack fat-accumulating fat bodies across their larval stages, and the liver serves as their primary fat storage organ [21]. This characteristic simplifies analyses on the metabolic flexes across organs. In addition, the metabolic pattern during the fasting period has been studied in *R. omeimontis* tadpoles [21]. This information highlights the metabolic adjustments specific to metamorphosis. In this study, we reconstruct and compare the metabolic networks in the tail and the liver between pro-metamorphic and metamorphic (natural or T3-driven) *R. omeimontis* tadpoles. We used a combination of comparative transcriptomics and metabolomics (Fig. 1a).

**Fig. 1:**
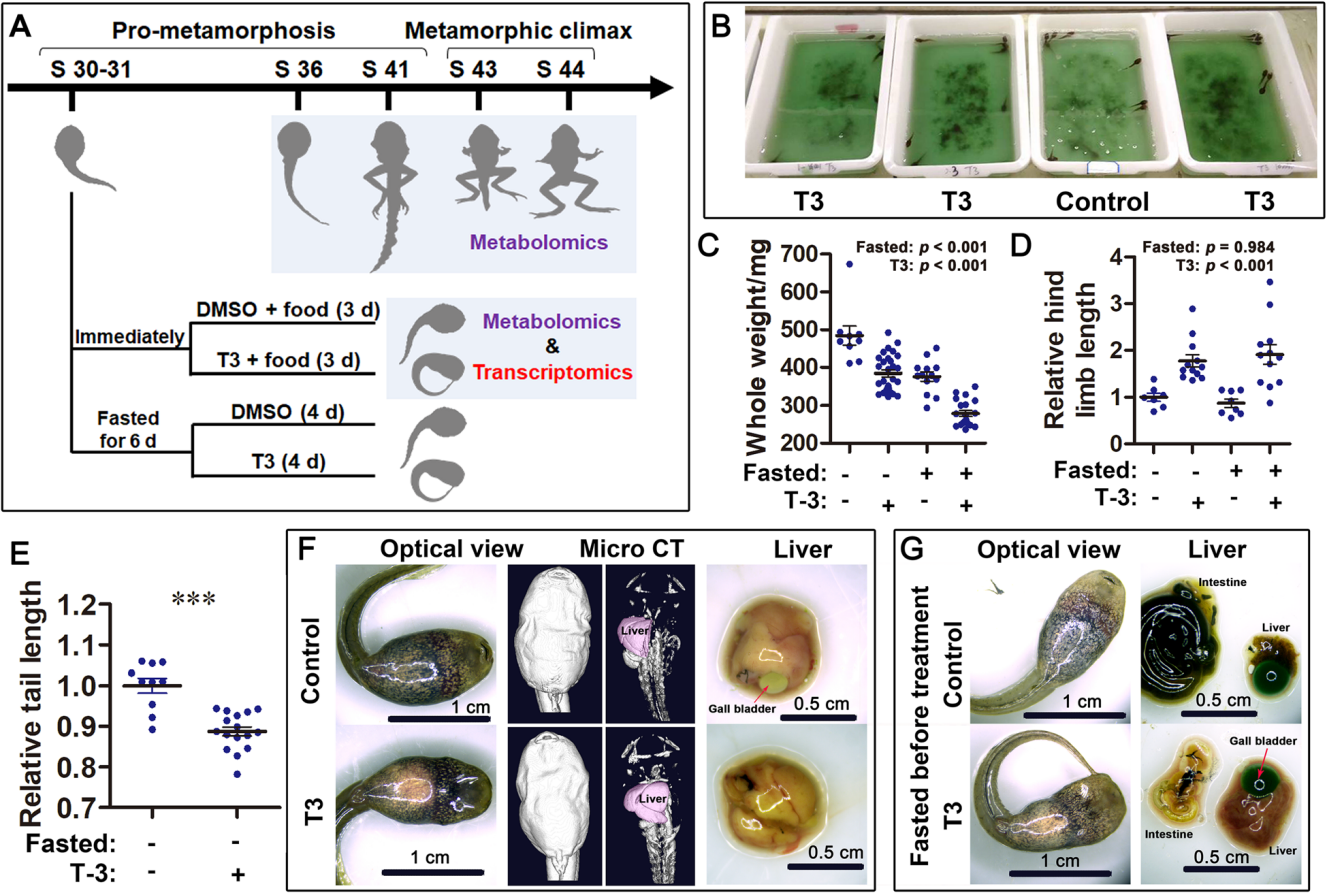
Experimental design and T3-driven metamorphic climax. **a** Experimental design. **b**–**g** T3-induced morphological and physiological changes in pro-metamorphic *R. omeimontis* tadpoles (stages 30–31). T3-treated tadpoles had reduced food intake (**b**), reduced body weight (**c**), accelerated development of hind limbs (**d**), shortened tail (**e**), broadened oral disk width (**f**–**g**), and reduced mobilization of hepatic resources (**f**–**g**; reflected by the liver size and morphology). Food intake was reflected by the residual content of spirulina powder in the water; the higher content of the spirulina powder, the darker the green color of the water. *p* < 0.001

## Materials and methods

### Animal culture

Ten clutches of *R. omeimontis* were collected in October at the Anzihe Natural Reserve (103.459885° E, 30.744614° N, 701 m) in Sichuan Province, China. The laboratory conditions for egg hatch and tadpole culture followed the methods described by Zhu et al. [21]. After hatching, tadpoles from the same clutch were divided into several populations with population size ranging from 400 to 1000 individuals. These populations were fed with ground spirulina powder (China National Salt Industry Corporation, Tianjin, China) daily following the protocol of Zhu et al. [21]. In control experiments, all the tadpole groups were provided with the same amount of food. The spirulina powder gives the water a green color, and water with a darker green color indicates more residual food. This character facilitated the comparison of food intake between groups.

### Experimental design

To study the metabolic adjustments associated with metamorphic climax, we designed two experimental systems (Fig. 1a). First, *R. omeimontis* tadpoles were collected at their pro-metamorphic stages (Gosner stages 36 and 41) and metamorphic stages (stages 43 and 44), respectively [5]. Their liver (stages 36, 41, 43, and 44) and tail (stages 36, 41 and 43) were sampled for metabolic profiling, and comparative analyses across stages were conducted to reveal the metabolic change specific to the onset of metamorphic climax. Second, *R. omeimontis* tadpoles were collected at stages 30–31 and treated with exogenous dimethylsulfoxide (DMSO) or T3 to obtain a pro-metamorphic group and a metamorphic group, respectively [32]. Tadpoles at stages 30–31 were randomly divided into two groups and treated with DMSO (control) or 10 nM T3 in plastic containers (20 × 15 × 8 cm, with 600 mL water), until typical climax metamorphic traits (e.g., unbalanced swimming, tetanic and shortened tail, tetanic hind limbs, and broadened oral disk) were observed in the T3-treated group. Three days of treatment was required, and spirulina powder was provided constantly during treatment (Fig. 1a). A series of behavioral, morphological, and physiological indexes were measured to assess the availability of T3 in imitating metamorphic climax. Then, the two groups were compared for their metabolome and transcriptome in the liver and tail. We found that the effect of T3 on mobilization of hepatic fat may be disturbed by the different feeding activity between T3 and DMSO treatment groups, as well as by their level of hepatic fat. Thus, another two groups of stage 30–31 tadpoles were starved for 6 days before treatment to reduce the fat content in their liver. In this test, 4 days of treatment was required to observe obvious metamorphic traits in T3 group, because the presence of food may have promoted consumption of T3. In this study, the term “metamorphic tadpole” may either refer to the tadpoles at their natural metamorphic climax or T3-treated pro-metamorphic tadpoles (T3-driven metamorphic climax).

### Micro-computed tomography

A micro-computed tomography (Micro-CT) scan was used to examine the morphological variation of the liver during metamorphic climax. After anesthetization by MS-222, tadpoles were fixed in 4% paraformaldehyde for more than 24 h and stained in I_2_ & KI water solutions (respectively, 1% & 2%, w/v) for 12 h [21]. A Micro-CT scan was conducted on a Quantum GX Micro CT (PerkinElmer, Waltham, MA, USA) with the following parameters: scanning current, 70 eV; 10 μM; field-of-view: 36 × 36 mm for acquisition, 25 × 25 mm for reconstruction; scan duration, 15 min.

### Histological section

Histological sections were made to study the morphological changes of hepatocytes and their fat content. Liver samples were collected and fixed in 4% paraformaldehyde. Tissue slices were prepared using the method of Wang et al. [33]. Hematoxylin and eosin (H&E) staining and Oil Red O (ORO) staining were conducted to show general histological characteristics and neutral lipid content, respectively.

### Metabolomic analysis

Comparative metabolomics of the tail and liver was conducted between T3 and DMSO-treated tadpoles, as well as between natural metamorphosing tadpoles at different stages. After grinding in liquid nitrogen, every 100 mg liver or tail (*n* = 6 for each natural developmental stage; 7 and 10 for control and T3 treatment groups, respectively) powder was transferred into 1.5 mL Eppendorf tubes with 1 mL methanol: acetonitrile: water = 2: 2: 1 (v/v), and the metabolites were extracted following the methods described by Zhu et al. [21]. Extracted supernatants were analyzed by LC (1290 Infinity LC, Agilent, Santa Clara, CA, USA) coupled with quadrupole time-of-flight mass spectrometry (Triple TOF 5600+, AB SCIEX). The chromatographic parameters and programs, as well as the mass spectrum parameters, followed the methods described by Zhu et al. [21].

Metabolite data were processed using XCMS software (http://metlin.scripps.edu/download/) and Microsoft Excel (Microsoft, Redmond, WA, USA). Metabolites were identified by a combination of molecular weight comparison (molecular ion peak) and MS/MS spectrum comparison to a standard library. The relative abundances/concentrations of metabolites are presented as the ion intensities of their molecular ion peaks (Additional file 1).

### Transcriptomic analysis

Comparative transcriptomics of the tail and liver was conducted in T3 and DMSO-treated tadpoles. Total RNA of each liver or tail sample (*n* = 3 for each stage or treatment group) was extracted using a TRIzol kit (Invitrogen, Carlsbad, CA, USA), following manufacturer instructions. After RNA quantification, quality assessment and purification, cDNA libraries were built following the methods described by Zhu et al. [34]. After cluster generation, the libraries were sequenced on an Illumina HiSeq 2500 platform by Annoroad (Beijing, China), and paired-end reads were generated. The clean reads were obtained from raw reads by removing the adapter reads, as well as poly-N and low-quality reads. All clean reads were assembled de novo using Trinity as the reference transcriptome. The resulting unigenes were annotated by querying against NR database with an E-value threshold of 1.0e^− 5^. Then, the FPKM values of each unigene in samples were calculated by Bowtie and RSEM (see transcriptome processing results in Additional file 2: Figure S1). Sequencing data from this study was submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE147618.

### Statistical analyses

Statistical analyses were done using IBM SPSS v21.0 (SPSS Inc., Chicago, IL, USA). The effects of T3 treatment on morphological traits were analyzed using independent sample *T* tests (relative tail length) or a mixed model ANOVA (body weight and relative hind limb length). Variations in metabolite and gene expression levels between the groups were evaluated by independent sample t tests or one-way ANOVA and Student–Newman–Keuls post hoc tests. Principal component analysis (PCA) of metabolomes was conducted using Simca-P + 11 (Umetrics AB, Umea, Sweden), with the scaling-type parameter set as ‘Par’. Graphs were created using GraphPad Prism 5 or ggplot2, an R package [35].

## Results

T3 treatment reduced the food intake of *Rana omeimontis* tadpoles (Fig. 1b). After 3–4 d of treatment, these tadpoles had decreased weight (Fig. 1c), accelerated hind limb development and tail absorption (Fig. 1d–e), and broadened oral disk width (Fig. 1f). In contrast to the increased consumption of hepatic resource in starved pro-metamorphic tadpoles [21], T3-treated tadpoles had a liver size similar to the control group despite their reduced food intake (Fig. 1f and Additional file 2: Figure S2). When food was not provided during treatment, T3-treated tadpoles had larger livers than the control group (Fig. 1f and Additional file 2: Figure S2).

### Dramatic metabolic reorganization during onset of metamorphic climax

Metamorphosis from pro-metamorphic to metamorphic stages was associated with dramatic metabolic adjustments. The variation of liver and tail metabolomes divided tadpoles into pro-metamorphic (stages 36 and 41) and metamorphic groups (stages 43 and 44) along the first primary component (PC1, accounting for 31.1% of the total variance) of PCA (Fig. 2a–b and Additional file 2: Figure S3; see detailed metabolomic data in Tables S1, S2, S3, S4). 

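Liver and tail RNA of pro-metamorphic tadpoles (Gosner stage 30-31) was sequenced after 3 days in 10 nM T3 or in vehicle, with 3 libraries for each tissue and treatment and 12 in all. The authors assembled the reads into unigenes with Trinity, annotated them against the NR protein database and estimated FPKM with Bowtie and RSEM. In the deposited table used here 5286 unigenes carry no NR description and 1370 are at 0 in every library. Read counts are not used here, and the sums of FPKM give the nearest view of each library. They were 1029472, 1029985 and 956551 in the control livers, 983217, 964573 and 964127 in the T3 livers. In the tail they were 880361, 937850 and 989765 in controls and 773936, 777986 and 829630 after T3. From 17764 to 19886 unigenes reached 1 FPKM in a liver library and from 16095 to 19459 in a tail library. The steps between the lowest non-zero values place the depth of the libraries within 1.37 times of each other. Libraries of 1 tissue and treatment correlated at 0.916 to 0.959 in the liver and 0.952 to 0.970 in the tail. Those of different treatments correlated at 0.847 to 0.899 and 0.867 to 0.899, and the tissues with each other at 0.496 to 0.599.

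For each unigene with at least 1 FPKM in at least 3 libraries of a tissue (18923 in the liver, 18429 in the tail), log2(FPKM + 1) of the T3 and control libraries was compared with limma. P-values were adjusted over the tissue by the Benjamini-Hochberg method, and rose and fell are written of adjusted p below 0.05 alone. Fold changes on this scale understate the change of genes at low FPKM. Curated lists of unigenes, 47 in all and written from annotations, were tested with camera, and a further model compared the T3 effects of liver and tail. These choices were made before the deposited values were examined. The enzyme lists follow pathways that the paper's figures name, and those figures, drawn from the same libraries, had been seen. Their set tests are therefore not independent of the paper's panels. The whole distribution also moved, and the median log2 fold change of all tested genes was -0.26 in the liver and 0.31 in the tail. Each change is to be read against that shift. On simulated libraries a log2 change of 1 was recovered for 5 of 100 altered genes in the liver and 12 in the tail, and a change of 2 for 66 and 74. Few genes were altered there, with 77 and 90 calls in all, so the adjusted threshold was stricter than in the real data. These rates do not carry over to the real calls. A gene without a call is not thereby unchanged. The sources used here do not state whether tadpoles were pooled in a sample or whether liver and tail samples of the same number share an animal. The p-values measure the spread between these samples.

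Markers of single tissues differ between libraries in both organs. Transcripts of the exocrine pancreas, which secretes digestive enzymes, held 8.28% and 10.3% of the summed FPKM of control livers 1 and 2, 0.0416% in control liver 3, and 0.645%, 0.0237% and 0.0447% in the T3 livers (exact permutation p = 0.30). Liver results were therefore repeated without control livers 1 and 2, an alternative chosen after the data were seen. It leaves 1 control library against 3 T3 libraries and assumes that the lone control varies like the others. A call lost there does not tie the change of a gene to pancreas tissue. In the tail the skeletal muscle markers held 7.9 ± 2.78% of summed FPKM in controls and 4.29 ± 0.768% after T3 (n = 3 each, exact permutation p = 0.10, the lowest such a test can give with 3 against 3).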

At transcriptional level, KEGG enrichment analyses were conducted for DEGs between T3-treated and control groups (Additional file 2: Figure S1). Metabolic pathways accounted for the largest proportion of the top 30 significantly enriched items (14/30 for the liver and 11/30 for the tail; Fig. 2c–d; Table S5–S6).

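Known T3 response genes answered the hormone in both tissues. Transcripts of thyroid hormone receptor beta, which transduces the T3 signal, were listed at 0 in every control liver and averaged 4.46 ± 1.71 FPKM in T3 livers (n = 3). They rose from 0.567 ± 0.362 to 10.5 ± 1.4 in the tail (log2 fold change 2.9, adjusted p = 4.5e-05). KLF9, an early T3-induced transcription factor, rose from 1.35 ± 0.788 to 21 ± 9.52 FPKM in the liver (3.2, adjusted p = 0.00254) and from 16.4 ± 10.5 to 61.8 ± 20.6 in the tail (1.95, adjusted p = 0.00654). TH/bZIP, another direct target, rose in liver (3.82, adjusted p = 0.00226) and tail (5.18, adjusted p = 2.3e-06). Type 3 deiodinase, which inactivates T3, fell in the liver from 23.6 ± 7.28 to 3.76 ± 2.42 FPKM (-2.50, adjusted p = 0.0191) but rose in the tail from 0.02 to 3.9 ± 3.16 (2.08, adjusted p = 0.00334). In the tail the T3-activating type 2 deiodinase rose by 2.98 (adjusted p = 1.9e-04) and type 1 fell by 1.94 (adjusted p = 0.00352). Among the 4 tested receptor and response genes of the liver 3 rose and 1 fell.

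T3 altered 2365 liver unigenes, 725 up and 1640 down, and 4688 tail unigenes, 3540 up and 1148 down. The groups did not overlap at all for 36.8% of the tested liver unigenes and 43.9% of the tail's, where 10% would separate by chance. Every called gene among the named genes, 62 in the liver and 95 in the tail, had its 3 T3 libraries all above or all below the 3 controls. The same held for 2365 of 2365 calls in the liver and 4622 of 4688 in the tail, so it adds no support of its own. The balance of rises and falls depends on the scaling. With median-ratio scaling 1013 liver unigenes rose and 635 fell, 61.5% upward instead of 30.7%, and with quantile normalization 55% rose. In the tail the upward share went from 75.5% to 49% and 50.6%, or to 85.4% with FPKM rescaled to equal library sums. Without control liver 1, 2 or 3 the liver count was 872, 737 or 704. Without T3 tail 1 or 2 the tail count was 2899 or 2561. The T3 effect differed between the tissues for 4391 of 23101 unigenes, higher in the liver for 859 and lower for 3532. With median-ratio scaling it differed for 2924, higher in the liver for 1746 and lower for 1178, so this balance turned with the scaling. Without T3 tail 2 the count was 2582.

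Of the curated lists, 14 of 42 passed the set test in the liver, 11 higher and 3 lower, and 12 of 43 in the tail, 5 higher and 7 lower. With the correlation within each list estimated instead of preset none passed, the lowest adjusted p being 0.469 in the liver and 0.442 in the tail. Urea cycle enzymes, the mitochondrially encoded respiratory chain and gluconeogenesis were among the lists higher in the liver, while glycolysis and the nuclear-encoded respiratory chain were among those lower in the tail. The largest liver declines included collectin-11 and pulmonary surfactant-associated protein D, soluble lectins of innate defence. The first went from 778 ± 240 to 9.82 ± 7.18 FPKM (-6.41, adjusted p = 9.1e-04) and the second from 1133 ± 669 to 25 ± 6.5 (-5.29, adjusted p = 8.5e-04). Glycine amidinotransferase, which makes the creatine precursor, fell with them (69.9 ± 14 to 1.19 ± 1.68, -5.26, adjusted p = 0.00108). Larval type I keratin led the tail declines (TRINITY_DN117901_c5_g3, 528 ± 326 to 0.127 ± 0.125 FPKM, -8.57, adjusted p = 2.0e-06). KEGG pathway enrichment itself was not analysed here.

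The paper states that the top enriched KEGG items held more metabolic pathways than items of any other kind. The counts above come from metabolic and other lists written for the study's subject, so they do not measure that share.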

**Fig. 2:**
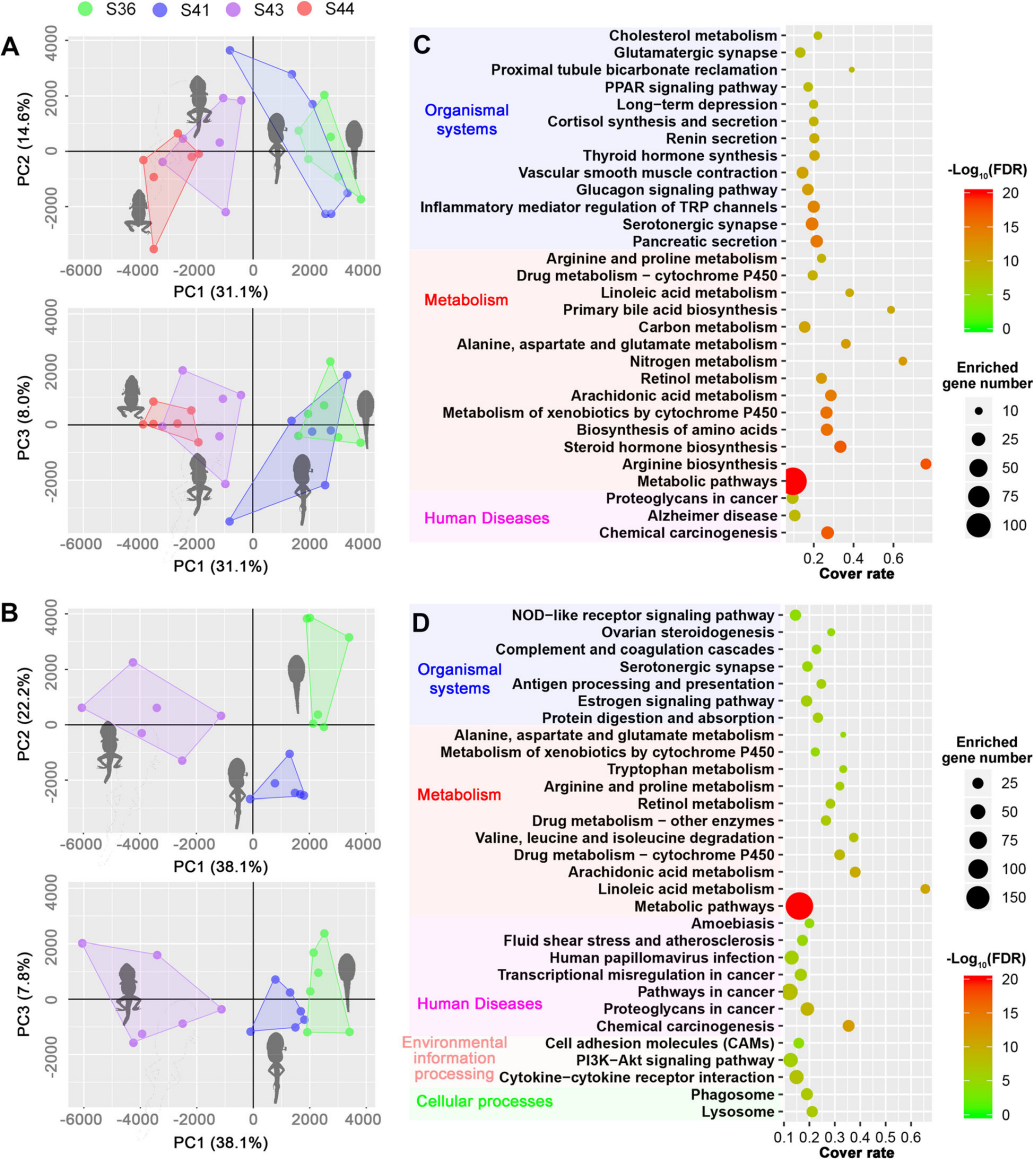
Dramatic metabolic reorganization during metamorphic climax. **a** and **b** Scatter plots of PCAs based on liver (**a**) and tail (**b**) metabolomes of tadpoles at different Gosner stages (*n* = 6 for each organ at each stage). **c** and **d** Top 30 significantly enriched KEGG pathway based on liver (**c**) and tail (**d**) DEGs between T3-treated and control tadpoles. The pathway categories were adapted from the KEGG pathway database. The cover rate is the ratio between number of genes enriched in a pathway and the total number of genes in this pathway

### Lipid metabolism in the liver during metamorphic climax

With the progression of metamorphosis from stage 36 to stage 44, four free fatty acids (FFAs; Δ18:1, Δ18:3, Δ16:0, and Δ16:1) and two aryl-carnitines (Δ18:0-carnitine and Δ10:0-carnitine; active form of FFAs) decreased and increased in content, respectively (*p* < 0.05, one-way ANOVA; Fig. 3a–b). Levels of other FFAs and aryl-carnitines were unchanged. Three FFAs (Δ18:1, Δ18:2, and Δ16:0) and two acyl-carnitines (Δ16:0-carnitine and Δ18:0-carnitine) decreased and increased in content, respectively, in T3-treated groups (Fig. 3c). Other FFAs or acyl-carnitines were unaffected. 

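Several transcripts of fatty acid handling fell in the liver. Liver fatty acid-binding protein, which shuttles fatty acids through the cytosol (TRINITY_DN108623_c5_g1), fell from 630 ± 203 FPKM in controls to 17.1 ± 9.57 after T3 (n = 3 each, log2 fold change -5.23, adjusted p = 9.1e-04). Hydroxyacyl-CoA dehydrogenase, a mitochondrial β-oxidation enzyme (TRINITY_DN113138_c3_g1), fell from 495 ± 116 FPKM to between 84.08 and 133.7 in the T3 libraries (-2.22, adjusted p = 0.00239). The alpha subunit of the trifunctional protein, which carries out the last steps of the spiral, fell from 329 ± 125 to 97.6 ± 26.6 (-1.71, adjusted p = 0.0167). Acyl-CoA dehydrogenase family member 11 fell by 2.09 (62.7 ± 7.46 to 15.9 ± 9.14, adjusted p = 0.025) and carnitine O-acetyltransferase by 1.12 (61.9 ± 4.97 to 28.4 ± 7.57, adjusted p = 0.022). Uptake was touched by long-chain fatty acid transport protein 4, which brings fatty acids into the cell and fell by 0.78 (adjusted p = 0.0477).

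Outside the spiral, fatty aldehyde dehydrogenase (45.5 ± 2.85 to 18.1 ± 4.69, -1.31, adjusted p = 0.0144) and fatty acid 2-hydroxylase (36.5 ± 3.25 to 13.5 ± 4.89, -1.43, adjusted p = 0.0196) fell. Peroxisomal 3-ketoacyl-CoA thiolase went the other way, from 35.8 ± 7.02 to 91.6 ± 30 FPKM (1.29, adjusted p = 0.0318). Carnitine palmitoyltransferases 1 and 2 (-0.23 and -0.24), long-chain acyl-CoA dehydrogenase (-0.38) and the trifunctional beta subunit (-0.92, adjusted p = 0.205) did not pass. Among 17 tested fatty acid transport and oxidation genes, chosen by the study with these libraries in view and so no independent evidence, 1 rose and 8 fell.

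Neither lipogenesis nor lipolysis yielded a call among 6 tested genes, each read from its most abundant unigene. Of 5 other tested unigenes of lysophosphatidic acid acyltransferase 1 rose. DAG O-acyltransferases 1 and 2, which add the last acyl chain of TAG, stood in control and T3 livers at 7.5 ± 0.841 and 17.7 ± 6.45 FPKM (1.08, adjusted p = 0.0506) and at 18.4 ± 2.93 and 32 ± 6.09 (0.76, adjusted p = 0.0669). Hepatic TAG lipase stood at 912 ± 92.8 and 572 ± 149 (-0.70, adjusted p = 0.0787), and DAG lipase beta at 17.8 ± 4.6 and 8.62 ± 1.32 (-0.95, adjusted p = 0.0508).

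In the wider lists 2 of 16 β-oxidation unigenes rose and 3 fell, the same numbers adjusted over the list alone (set adjusted p = 0.801). Its median of -0.41 and the upward test differ in sign. Of the activation and transport unigenes, 0 of 18 rose and 3 fell, 1 and 3 adjusted over the list alone (median -0.42, set adjusted p = 0.78). The TAG synthesis list had 1 rise and 1 fall among 15, 3 and 2 adjusted over the list alone (median -0.44, with an upward test, adjusted p = 0.82). The lipolysis list had 1 rise among 10, 2 rises and 2 falls adjusted over the list alone (0.12, adjusted p = 0.142). With median-ratio scaling 5 of the 9 transport and oxidation calls remained and both DAG O-acyltransferases passed (adjusted p = 0.0424 and 0.0155). Leaving out 1 library left 3 to 8 of the 9, fewest without control liver 2 or 3.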

At the transcriptional level, T3-treated tadpoles showed upregulated lipogenesis (diacylglycerol/DAG O-acyltransferases), but downregulated lipolysis (hepatic triacylglycerol/TAG lipase and DAG lipase), fatty acid transport (fatty acid binding protein and long-chain fatty acid transport protein), FFA β-oxidation (acyl-CoA dehydrogenase and trifunctional protein), and other types of FFA oxidations such as fatty aldehyde dehydrogenase and fatty acid 2-hydroxylase (Fig. 3d). 

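Enzymes of cholesterol synthesis moved singly in the liver. Phosphomevalonate kinase, which phosphorylates the mevalonate intermediate, fell from 9.25 ± 1.18 to 4.26 ± 0.947 FPKM (n = 3, log2 fold change -0.97, adjusted p = 0.0355). Squalene monooxygenase, the first oxygenation step toward sterols, rose from 0.683 ± 0.251 to 4.35 ± 2.44 (1.54, adjusted p = 0.0482). HMG-CoA reductase, the rate-limiting enzyme, stood at 35.8 ± 5.79 in controls and 20.2 ± 5.22 after T3 (-0.81, adjusted p = 0.0702), while HMG-CoA synthase (0.60), mevalonate kinase (0.37) and 7-dehydrocholesterol reductase (-0.56) did not pass. Thus 1 of 6 named genes rose and 1 fell, and in the list of 13 unigenes 1 rose and 1 fell, no more adjusted over the list alone (median 0.03, set adjusted p = 0.495). Without control liver 1, 2 or 3, or without T3 liver 3, neither named call remained.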

Correspondingly, cholesterol synthesis, the downstream pathway of FFA oxidation, was also downregulated at the transcriptional level (Fig. 3d). Bile acid and steroid hormone metabolism, the catabolic routes of cholesterol, were also downregulated (Additional file 2: Figure S4). 

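Several genes that turn cholesterol into bile acids fell in the liver. Oxysterol 7-alpha-hydroxylase (CYP7B1), an enzyme of the alternative bile acid route (TRINITY_DN116325_c6_g1), fell from 58.1 ± 23.8 to 1.13 ± 0.515 FPKM (n = 3, log2 fold change -4.74, adjusted p = 6.5e-04). Cholesterol 24-hydroxylase, an enzyme of oxysterol formation (TRINITY_DN107302_c1_g1), fell from 291 ± 32.8 to 32.4 ± 11.4 (-3.19, adjusted p = 0.00108). 3β-hydroxysteroid dehydrogenase type 7, which isomerizes the sterol ring, fell from 32.5 ± 12.7 to 2.54 ± 0.556 (-3.19, adjusted p = 0.00125). Sterol 12-alpha-hydroxylase, which directs the pathway to cholic acid, fell from 101 ± 14.4 to 23.5 ± 18.4 (-2.44, adjusted p = 0.0455). On the steroid side 11β-hydroxysteroid dehydrogenase 1, which regenerates active glucocorticoid, fell from 64.9 ± 22 to 3.72 ± 3.26 (-4.04, adjusted p = 0.00619).

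Cholesterol 7-alpha-monooxygenase, the entry enzyme of the classical route, varied too widely for a call (104 ± 81.8 and 17.1 ± 20.1 FPKM, -3.34, adjusted p = 0.123), although the 1 other unigene with this name fell. Sterol 27-hydroxylase did not pass (-0.53, adjusted p = 0.302), and 1 of its 2 other tested unigenes rose. In total 5 of 7 named genes fell. The bile acid list had 5 falls and no rise among 9 unigenes, 6 falls adjusted over the list alone (median -3.19, set adjusted p = 0.00413, and adjusted p = 0.513 with an estimated correlation). In the tail 3 of 8 such unigenes rose and 1 fell (median 0.38, set adjusted p = 0.542). The T3 effect was lower in liver than in tail for 6 of 11. Of the 5 named calls, 4 remained with median-ratio scaling. The genes are those the study displayed from the same libraries, so their count is no independent evidence. The paper proposes that hepatic fat consumption was reduced and that fatty acids flowed into TAG synthesis instead of degradation and sterol synthesis.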

Histological sections indicated that T3-treated tadpoles contained more hepatic fat (larger vacuoles in H&E staining and larger red area in red oil staining) than the control group (Fig. 3e). Taken together, these results suggest that hepatic fat consumption was reduced after the onset of metamorphic climax, and the fatty acid flux in the liver was encouraged to flow into TAG synthesis rather than degradation and sterol synthesis (Fig. 3f). 

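PPARα, the receptor that drives fatty acid oxidation genes, fell in the liver from 17.9 ± 2.63 FPKM in controls to 8.78 ± 2.33 after T3 (n = 3, log2 fold change -0.97, adjusted p = 0.0421). PPARγ, the adipogenic receptor, did not pass (-0.16, adjusted p = 0.769), nor did adiponectin receptors 1 (0.005) and 2 (1.1, adjusted p = 0.129), which relay the adiponectin signal. The call of PPARα was lost with median-ratio scaling (-0.64, adjusted p = 0.123), with quantile normalization (-0.72, adjusted p = 0.0953) and with FPKM rescaled to equal library sums. It was also lost without any 1 of 5 libraries, with values from -1.16 to -0.87 over the 6 left out in turn. Its T3 effect was lower in the liver than in the tail (difference -1.62, adjusted p = 0.00644). Adjusted over the list alone 0 of the 4 list members rose and 1 fell (median -0.08, set adjusted p = 0.78).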

The liver of metamorphic tadpoles showed decreased expression of peroxisome proliferators-activated receptor alpha (PPARα) (Additional file 2: Figure S5).

**Fig. 3:**
Reorganization of lipid metabolism in the liver during metamorphic climax. **a**–**b** Free fatty acids (FAAs) and acylcarnitines varied (*p* < 0.05, one-way ANOVA) during natural metamorphosis. Different letters denote significant differences between groups (*p* < 0.05), as shown by the Student–Newman–Keuls post hoc test after one-way ANOVA. **c** FFAs and acylcarnitines differed in content between control and T3-treated groups. Each box represents a mean ± SE; *, *p* < 0.05. **d** Transcriptional changes of genes involved in lipid metabolism in the liver after T3-treatment; a positive log-transformed fold change value means upregulation in T3-treated group, and vice versa; *, *p* < 0.05. **e** Histological sections of the liver. Triacylglycerol (TAG) is the major form of hepatic fat storage in the liver and accounts for the red color in Oil Red O (ORO) staining. **f** Network presenting the adjustments on lipid metabolism in the liver. Metabolic fluxes are presented as arrows between items. Items and arrows with blue, red, cyan, and black colors indicate downregulated/decreased, upregulated/increased, unchanged, and undetected, respectively; and similarly hereinafter

### Lipid metabolism in the tail during metamorphic climax

Metamorphosis from pro-metamorphic stages (stages 36 and 41) to metamorphic climax (stage 43) was accompanied by a dramatic increase of most unsaturated FFAs, acyl-carnitines, and MAG (Fig. 4a). T3 treatment partly reproduced these metabolic changes in pro-metamorphic tadpoles by inducing the levels of Δ16:1, Δ17:0, Δ18:1, Δ20:4, and Δ18:0-carnitine (Fig. 4b). At the transcriptional level, T3-treated tadpoles showed upregulated glycerolipid synthesis (DAG/MAG O-acyltransferase), phospholipid degradation (phospholipases), and fatty acid elongation and desaturation (fatty acid desaturases and elongation of long chain fatty acid proteins), but downregulated FFA β-oxidation (2-ketoacyl-CoA dehydrogenase and hydroxyacyl-CoA dehydrogenase) (Fig. 4c–d). These results suggest an accelerated degradation of phospholipids during metamorphic climax. 

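Several phospholipases rose in the tail. Cytosolic phospholipase A2 delta, which frees fatty acids from membrane phospholipids (TRINITY_DN99386_c3_g1), rose from 0.0367 ± 0.0473 to 10.8 ± 2.14 FPKM (n = 3, log2 fold change 3.49, adjusted p = 6.7e-06). The beta form rose from 1.27 ± 0.78 to 8.46 ± 0.127 (2.11, adjusted p = 5.4e-04) and the form named without a letter from 3.74 ± 1.44 to 9.23 ± 1.72 (1.15, adjusted p = 0.0184). Lysosomal members rose as well, phospholipase B-like 2 from 8.52 ± 2.07 to 24.9 ± 4.24 (1.46, adjusted p = 0.00354) and group XV phospholipase A2 from 4.26 ± 1.58 to 10.7 ± 1.51 (1.19, adjusted p = 0.0127). Monoacylglycerol lipase ABHD12, which releases fatty acids from glycerol, rose by 1.77 (6.88 ± 4.18 to 24.1 ± 6.97, adjusted p = 0.00838).

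DAG O-acyltransferase 1 rose from 5.16 ± 1.01 to 13.8 ± 0.689 (1.27, adjusted p = 0.00417), whereas MAG O-acyltransferase 1 did not pass (15 and 14.3, -0.10). Of the chain-building enzymes, elongases 1, 2 and 5, which lengthen very long and polyunsaturated chains, rose. Their values went from 10.9 ± 2.58 to 21.2 ± 4 (0.91, adjusted p = 0.0325), from 1.44 ± 0.367 to 3.63 ± 0.38 (0.93, adjusted p = 0.0193) and from 7.92 ± 2.79 to 18.3 ± 3.35 (1.14, adjusted p = 0.0179). Fatty acid desaturase 1 was at 0.63 ± 0.123 and 1.54 ± 0.333 (0.63, adjusted p = 0.0824), and elongases 4 and 6 had negative values without passing (-0.69 and -0.88). For transport, adipocyte fatty acid-binding protein (TRINITY_DN111303_c4_g1) rose from 9.32 ± 2.8 to 54.5 ± 9.96 (2.45, adjusted p = 2.2e-04) and the brain form by 1.61 (adjusted p = 0.0143). Long-chain fatty acid transport protein 4 rose from 4.35 ± 1.34 to 13.4 ± 3.75 (1.43, adjusted p = 0.00628), while a liver-type binding protein (TRINITY_DN87577_c0_g1) fell by 2.97 (adjusted p = 0.00209).

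For β-oxidation, hydroxyacyl-CoA dehydrogenase was at 106 ± 12.5 and 73.6 ± 9.59 (-0.52, adjusted p = 0.125) and the trifunctional alpha subunit at 285 ± 57.8 and 197 ± 17.5 (-0.52, adjusted p = 0.125). Both passed as falls with median-ratio scaling (-0.92, adjusted p = 0.00816, and -0.93, adjusted p = 0.00791). Peroxisomal thiolase rose from 1.84 ± 0.891 to 14 ± 6.28 (2.35, adjusted p = 0.00128). Among 11 glycerolipid and phospholipid genes 7 rose and none fell, and among 24 fatty acid genes 7 rose and 1 fell, all picked by the study from these libraries and so no independent evidence. Without T3 tail 2 these 7 and 8 calls shrank to 5 and 4.

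In the lists 9 of 32 phospholipid degradation unigenes rose and 0 fell, as many adjusted over the list alone (median 0.51, set adjusted p = 0.157). For elongation and desaturation 6 of 15 unigenes rose, 7 with 1 fall adjusted over the list alone (0.71, adjusted p = 0.626). TAG synthesis had 6 rises among 12, 6 adjusted over the list alone (0.81, adjusted p = 0.105). Lipolysis had 3 among 9, 3 adjusted over the list alone (0.55, adjusted p = 0.222). The β-oxidation list held 1 rise and 1 fall among 16, 1 and 0 adjusted over the list alone (median -0.06, adjusted p = 0.0922). With median-ratio scaling 1 rose and 7 fell (-0.42, adjusted p = 0.0324). In fatty acid transport 5 rose and 2 fell among 19, 5 and 4 adjusted over the list alone (median 0.02 with a downward test, adjusted p = 0.509). From such transcripts and from increased levels of fatty acids and acyl-carnitines the paper proposes accelerated degradation of phospholipids. It states that the freed fatty acids went mainly to glycerolipids and long-chain unsaturated fatty acids.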

The resulting FFAs flux was mainly diverted to synthesis of glycerolipid and long-chain unsaturated fatty acid, rather than to further catabolism (Fig. 4e). T3-treated tadpoles had increased transcription of PPARα, PPARβ, and PPARγ in their tail (Additional file 2: Figure S5). 

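PPARγ (TRINITY_DN94401_c0_g5), which promotes lipid storage, rose in the tail from 3.16 ± 1.83 to 18.9 ± 2.26 FPKM (n = 3, log2 fold change 2.35, adjusted p = 8.5e-04), and PPARβ, a broadly expressed regulator of fatty acid use, from 1.9 ± 1.42 to 5.4 ± 0.902 (1.24, adjusted p = 0.0216). PPARα was at 2.75 ± 0.393 and 4.91 ± 1.08 (0.65, adjusted p = 0.0847). The effect on PPARγ was stronger in tail than in liver (liver minus tail -2.51, adjusted p = 0.00462).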

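Adiponectin, secreted by fat cells (TRINITY_DN105228_c2_g2), fell in the tail from 122 ± 22.7 to 27.8 ± 5 FPKM (n = 3, log2 fold change -2.09, adjusted p = 3.0e-04). Its receptor 1 rose from 24.5 ± 7.36 to 46.7 ± 3.02 (0.95, adjusted p = 0.0284) and receptor 2 from 10.3 ± 2.9 to 21.2 ± 5.79 (0.98, adjusted p = 0.0323). The second of these calls was lost with median-ratio scaling (adjusted p = 0.07) and with quantile normalization. With the 3 PPARs this makes 4 rises and 1 fall among 6 genes, shown by the study from the same libraries and so no independent evidence. Adjusted over the list alone there were 5 rises and 1 fall (median 0.96, set adjusted p = 0.413). Without control tail 2 or 3, or T3 tail 1 or 2, as few as 2 of the 5 calls remained.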

Their tail also showed decreased transcription of adiponectin, a secretory metabolic regulator, while the transcription of adiponectin receptors was upregulated (Additional file 2: Figure S5).

**Fig. 4:**
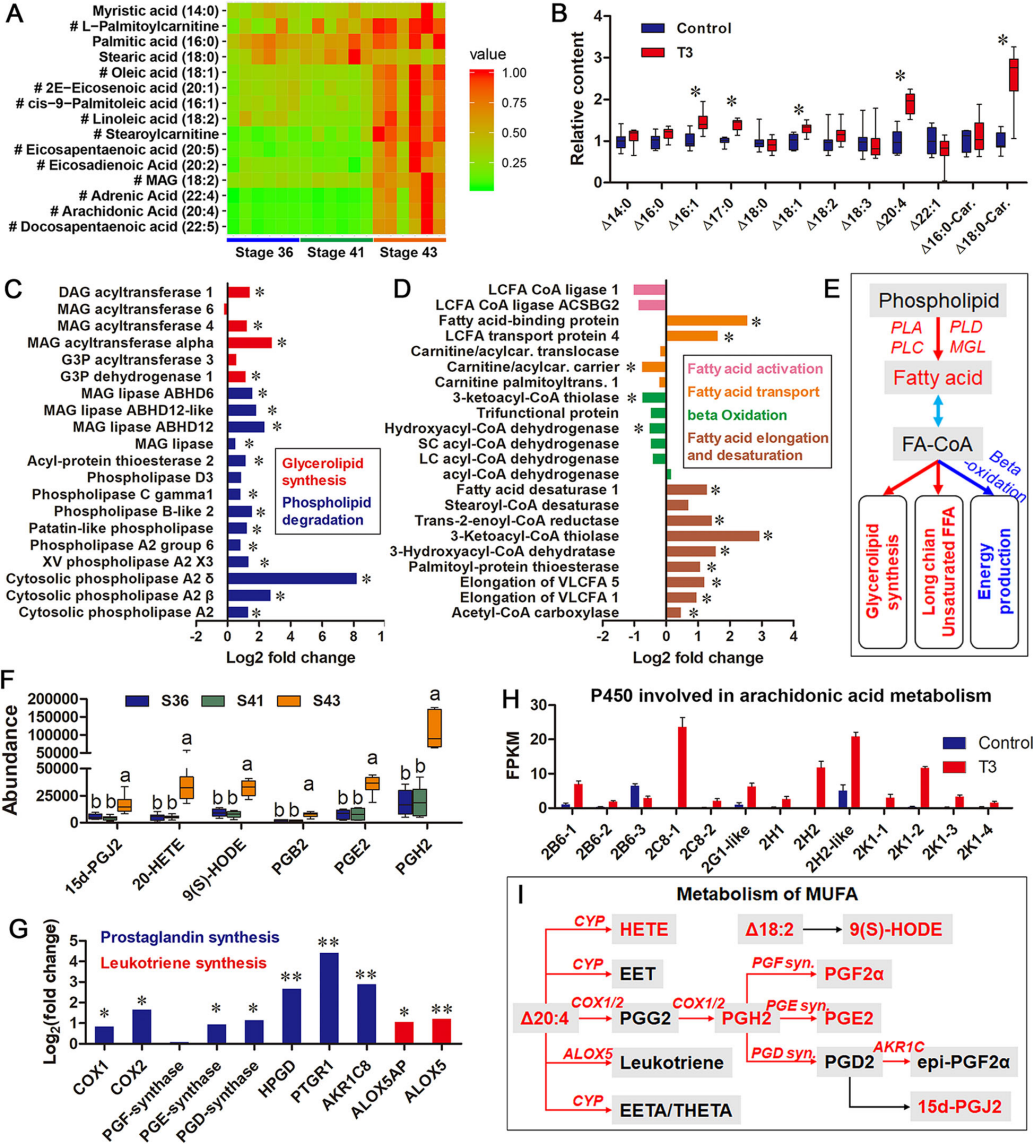
Reorganization of lipid metabolism in the tail during metamorphic climax. **a** Heatmap showing the variation of fatty acids during natural metamorphosis; #, *p* < 0.05 (one-way ANOVA). **b** FFAs and acylcarnitines differed in content between control and T3-treated groups; *, *p* < 0.05. **c**–**d** Transcriptional changes of genes involved in lipid metabolism after T3-treatment; *, *p* < 0.05. **e** Network denotes adjustments on lipid metabolism in the tail. **f** FFA derivatives/bioactive lipids varied in content (*p* < 0.05, one-way ANOVA) during natural metamorphosis (PG, prostaglandin; HETE, hydroperoxyeicosatetraenoic acid; HODE, hydroxyoctadecadienoic acid). Different letters denote significant differences between groups (*p* < 0.05), as determined by the Student–Newman–Keuls post hoc test after one-way ANOVA. **g** Transcriptional changes of critical enzymes involved in prostaglandin and leukotrienes biosynthesis. *, *p* < 0.05; **, *p* < 0.01. (H) Differently expressed cytochrome P450 genes involved in arachidonic acid metabolism (*p* < 0.05). (I) Network denotes the upregulated synthesis of FFA derivatives

The tails of metamorphic tadpoles showed accumulation of prostaglandins (PGs) and hydroperoxyeicosatetraenoic acid (HETE) (Fig. 4f) that are derivatives of unsaturated FFAs. T3 treatment upregulated arachidonic acid metabolism (PG synthases and cytochrome P450) (Fig. 4g–i and Additional file 2: Figure S6), which was responsible for synthesizing these derivatives. These results suggest increased synthesis of functional FFA derivatives in the tail during metamorphic climax.

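Cytochrome P450 2C8 (TRINITY_DN121942_c1_g3), of a family that oxygenates arachidonic acid, rose in the tail from 0.0667 ± 0.115 to 23.6 ± 4.74 FPKM (n = 3, log2 fold change 4.52, adjusted p = 1.5e-06). Cyclooxygenases 1 and 2, which start prostaglandin synthesis, rose from 7.91 ± 1.3 to 14 ± 2.21 (0.75, adjusted p = 0.0495) and from 4.32 ± 2.89 to 13.6 ± 5.32 (1.6, adjusted p = 0.0275). Prostaglandin D synthase rose from 10.4 ± 4.71 to 23.2 ± 2.53 (1.16, adjusted p = 0.0225). 15-hydroxyprostaglandin dehydrogenase, which inactivates prostaglandins, rose too, from 3.42 ± 1.86 to 21.7 ± 6.58 (2.43, adjusted p = 0.00121). 5-lipoxygenase and its activating protein, the entry to leukotrienes, rose from 6.54 ± 2.49 to 15.1 ± 1.25 (1.15, adjusted p = 0.0157) and from 12.1 ± 5.26 to 25 ± 0.291 (1.08, adjusted p = 0.0319).

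Members 2H1 (1.58, adjusted p = 0.00777) and 2H2 (5.1 ± 2.81 to 20.8 ± 2.14, 1.95, adjusted p = 0.00278) of the P450 family rose. 2K1 fell from 11.2 ± 5.91 to 3.19 ± 1.46 (-1.50, adjusted p = 0.0172) although 10 of 13 other 2K1 unigenes rose. 2B6 (-0.01) and 2G1 (0.13) did not pass. Prostaglandin E synthase (0.20) and F synthase (0.16) did not pass either. Of 16 named genes 10 rose and 1 fell, a choice made by the study from these libraries and so no independent evidence. Without T3 tail 1 or 2, 6 of these 11 calls remained at the fewest. Among 13 prostaglandin and leukotriene unigenes 8 rose, 8 adjusted over the list alone (median 0.97, set adjusted p = 0.162). The P450 list split into 6 rises and 4 falls among 26 unigenes, the same adjusted over the list alone (median 0.06 with a downward test, adjusted p = 0.858). In the liver 8 P450 unigenes rose and 4 fell, 9 and 5 adjusted over the list alone (median 0.15, set adjusted p = 0.00676, adjusted p = 0.599 with an estimated correlation). Of 14 prostaglandin unigenes there 2 rose and 2 fell. The paper proposes from its panels that the tail made more functional fatty acid derivatives.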

### Carbohydrate metabolism in the liver during metamorphic climax

Metamorphic tadpoles (stages 43 and 44) had decreased levels of hepatic disaccharides and trisaccharides (the major forms of soluble sugar in the liver of *R. omeimontis* tadpoles such as maltose and maltotriose) (Fig. 5a). Consistent with that, T3-treated tadpoles had downregulated transcription of glycogen debranching enzyme and α-amylase in their liver (Fig. 5b). This suggests reduced mobilization of glycogen through hydrolyzation. 

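α-Amylase, the digestive enzyme that cleaves starch and glycogen (TRINITY_DN95767_c0_g1), ranged from 29.83 to 7705.07 FPKM over the control livers (5625.72, 7705.07 and 29.83) and reached 85.87, 1.95 and 1.42 in the T3 livers (log2 fold change -7.01, adjusted p = 0.0801). Of 2 other tested α-amylase unigenes 1 fell. For the unigene given here only controls 1 and 2 exceeded T3 liver 1. The same 2 libraries carried the other pancreatic enzymes. Summed over the exocrine pancreas list, control livers held 85227, 106069 and 398 FPKM and T3 livers 6340, 229 and 431. Of 32 other exocrine pancreas unigenes, 93.8% were higher in control liver 2 than in control liver 3, and their median log2 fold change between the treatments was -3.50. Glycogen debranching enzyme, which removes the branch points of glycogen, was at 14.7 ± 0.658 FPKM in controls and 9.41 ± 1.69 after T3 (n = 3, -0.60, adjusted p = 0.102).

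No member of the exocrine pancreas list passed among 18, nor adjusted over the list alone (median -4.31, set adjusted p = 0.0651). The list passed as lower with median-ratio scaling (adjusted p = 0.00279) and with the replicate number as a block (adjusted p = 0.00676), not with an estimated correlation (adjusted p = 0.872). Without control livers 1 and 2, which leaves 1 control library, α-amylase stood at -1.85 (adjusted p = 0.724). Without control liver 3 it passed at -9.59 (adjusted p = 0.0201), within a range of adjusted p from 0.0145 to 0.724 over all alternatives. From these transcripts and lower levels of disaccharides and trisaccharides the paper proposes that less glycogen was mobilized through hydrolysis.

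**Figure D1:**
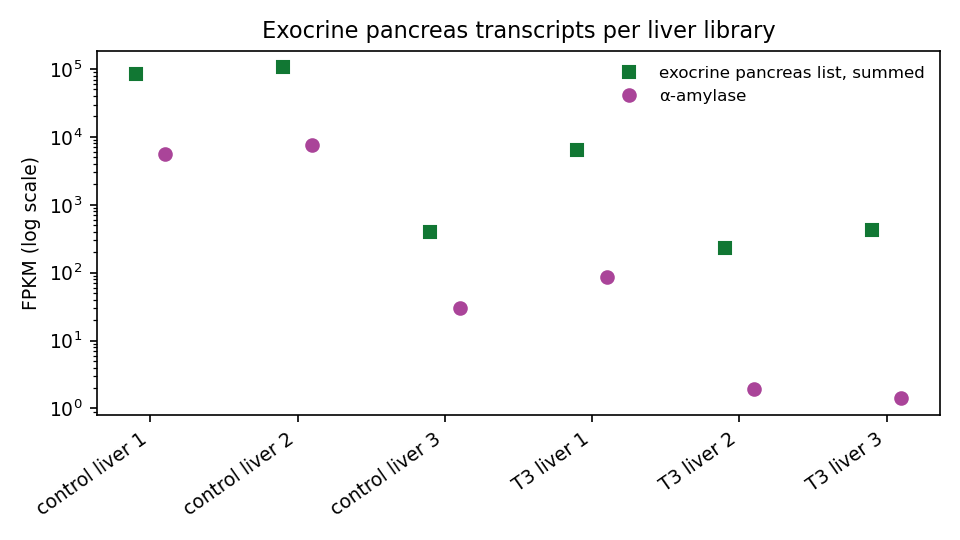
FPKM of α-amylase and summed FPKM of the exocrine pancreas list in each liver library of control and T3-treated tadpoles.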

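Liver glycogen phosphorylase, which releases glucose 1-phosphate from glycogen (TRINITY_DN115635_c7_g2), rose from 56.3 ± 4.72 FPKM in controls to 154 ± 10.5 after T3 (n = 3, log2 fold change 1.43, adjusted p = 0.00302). Glycogen branching enzyme, which builds the polymer (TRINITY_DN108572_c2_g1), rose as well, from 16.1 ± 2.65 to 53.6 ± 3.77 (1.68, adjusted p = 0.00298), so that an enzyme of breakdown and an enzyme of synthesis increased together. Liver glycogen synthase (31.5 ± 4.81 and 24.7 ± 7.52, -0.37, adjusted p = 0.379) and glycogen synthase kinases 3 alpha (-0.59) and beta (0.71, adjusted p = 0.11) did not pass. Both calls among these 7 panel genes, chosen by the study with the libraries in view, survived every scaling and the loss of any 1 library. Control liver 3 alone against the T3 livers gave log2 fold changes of 1.56 and 1.43 without a call (adjusted p = 0.124 and 0.171). In the list 2 of 11 unigenes rose and 0 fell, 2 adjusted over the list alone (median -0.23, set test upward with adjusted p = 0.356). Glucose 1-phosphate was not analysed here.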

Metamorphic tadpoles showed increased transcription of glycogen phosphorylase and an increased level of glucose 1-phosphate (Fig. 5a–b), suggesting that glycogen mobilization was maintained through the phosphorylation route during metamorphic climax. Phosphoglucomutase was the critical enzyme diverting glucose 1-phosphate to glycolysis and PPP by converting it to glucose 6-phosphate. 

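Several glycolytic transcripts fell in the liver. Glyceraldehyde-3-phosphate dehydrogenase, the oxidative step, fell from 2577 ± 250 to 575 ± 1.64 FPKM (n = 3, log2 fold change -2.16, adjusted p = 3.9e-04). Fructose-bisphosphate aldolase B, which splits the hexose (TRINITY_DN118927_c2_g3), fell from 7204 ± 676 to 3387 ± 229 (-1.09, adjusted p = 0.00433). Phosphoglucomutase 1, which links glycogen to the pathway, fell from 140 ± 24.9 to 58.6 ± 4.5 (-1.23, adjusted p = 0.0109) and phosphoglucose isomerase from 198 ± 15.1 to 108 ± 24.3 (-0.89, adjusted p = 0.0345). Alpha enolase (627 ± 165 to 245 ± 100, -1.42, adjusted p = 0.0441) and pyruvate kinase (280 ± 45.7 to 131 ± 13.9, -1.08, adjusted p = 0.0141), the last enzymes, fell also. Phosphofructokinase (-0.29), aldolase A (-0.35), triosephosphate isomerase (-0.85, adjusted p = 0.139) and phosphoglycerate kinase (-0.10) did not pass.

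Glucokinase regulatory protein, which holds glucokinase in the nucleus, rose from 72.7 ± 18.4 to 199 ± 66.1 (1.42, adjusted p = 0.022), a call lost without control liver 1 or 2, while glucokinase (-0.50) and hexokinases 1 (-0.42) and 2 (-0.88, adjusted p = 0.247) did not pass.

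Of 11 glycolytic genes, chosen by the study from these libraries, 6 fell and none rose. The count depends on the scaling. With median-ratio scaling 2 of the 6 calls remained, and aldolase B (-0.73, adjusted p = 0.0554), alpha enolase (-1.06), pyruvate kinase (-0.73) and phosphoglucose isomerase (-0.53) stayed negative without passing. Leaving out 1 library left 2 to 6, fewest without control liver 2 or 3. Among 13 list unigenes 5 fell, 5 adjusted over the list alone (median -0.76, set adjusted p = 0.0427, adjusted p = 0.569 with an estimated correlation). The set value was 0.0716 with median-ratio scaling and up to 0.116 without 1 library.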

In the liver of metamorphic tadpoles, its downregulation and decreased transcription of enzymes involved in glycolytic enzymes (phosphoglucose isomerase and fructose-biphosphate aldolase) suggested reduced metabolic fluxes throughout glycolysis (Fig. 5b–c), even though the level of glycolytic intermediates (hexose 6-phosphates and fructose 1,6-biphosphate) was maintained (Fig. 5a). This was consistent with the increased transcription of phosphoenolpyruvate carboxykinases (PECKs) (Fig. 5b), the critical enzymes of gluconeogenesis. Similarly, metamorphic tadpoles had decreased levels of PPP intermediates (gluconate 6-phosphate and ribulose 5-phosphate) and downregulated transcription of ribulose-phosphate 3-epimerase (Fig. 5b–c), suggesting reduced metabolic flux throughout PPP during metamorphic climax. 

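Cytosolic PECK, which commits oxaloacetate to glucose synthesis (TRINITY_DN98448_c3_g1), rose in the liver from 408 ± 89 to 2432 ± 871 FPKM (n = 3, log2 fold change 2.52, adjusted p = 0.00345). Mitochondrial PECK (TRINITY_DN105477_c6_g1) rose from 335 ± 72.1 to 1293 ± 395 (1.93, adjusted p = 0.00555). The mitochondrial form fell in the tail from 69.8 ± 15.5 to 33 ± 10.3 (-1.08, adjusted p = 0.0228), a call lost without control tail 3, T3 tail 1 or T3 tail 2. Fructose-1,6-bisphosphatase 1, which reverses the phosphofructokinase step, was at 303 and 418 FPKM in control and T3 livers (0.40, adjusted p = 0.362), and glucose-6-phosphatase, which frees glucose for export, at 1289 ± 250 and 1920 ± 1187 (0.42, adjusted p = 0.527). The gluconeogenesis list had 4 rises and 1 fall among 10 unigenes, 4 and 1 adjusted over the list alone (median 0.70, set adjusted p = 0.00108, adjusted p = 0.469 with an estimated correlation). Of the 4 named genes, which the study displayed from these data, the 2 rises held under every scaling. Control liver 3 alone against the T3 livers gave 2.18 for the cytosolic and 1.66 for the mitochondrial form, without a call (adjusted p = 0.131 and 0.152). In the tail 3 of 8 gluconeogenesis unigenes rose and 1 fell, 4 and 2 adjusted over the list alone (median 0.81, adjusted p = 0.867). From falling glycolytic enzymes the paper proposes reduced flux through glycolysis, with the PECKs cited beside it.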

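None of 6 tested pentose phosphate genes passed in the liver. Ribulose-phosphate 3-epimerase, which interconverts the pentose phosphates, was at 12.8 ± 0.682 FPKM in controls and 9 ± 2.19 after T3 (n = 3, log2 fold change -0.49, adjusted p = 0.195). Glucose-6-phosphate dehydrogenase, the entry and NADPH-forming step (-0.16), 6-phosphogluconolactonase (-0.15), 6-phosphogluconate dehydrogenase (-0.44, adjusted p = 0.474), transketolase (0.02) and transaldolase (-0.22) lay near the median of all liver genes. In the list 1 of 7 unigenes fell, 1 adjusted over the list alone (median -0.22, set adjusted p = 0.914). The ion intensities the paper tabulates (7 control and 10 T3 livers) put ribulose 5-phosphate at 0.649 and 0.708 times control in its 2 ions, below the control mean in 10 of 10 T3 livers (exact permutation, adjusted p = 0.0788). In the first ion 1 control liver at 31976 raised the control mean to 13478. The other controls, at 7384 to 12629, lay below that mean too. 6-phosphogluconate was at 0.837 to 0.942 times (adjusted p = 0.413 to 0.899). The paper's liver heatmap of sugar metabolites follows natural metamorphosis, which was not analysed here. The paper proposes that flux through the pathway was reduced.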

UDP-glucose 6-dehydrogenase is responsible for converting glucose 1-phosphate to UDP-glucuronate. 

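UDP-glucose 6-dehydrogenase, which oxidizes UDP-glucose to UDP-glucuronate (TRINITY_DN92444_c5_g2), rose in the liver from 10.9 ± 1.61 to 227 ± 88.3 FPKM (n = 3, log2 fold change 4.2, adjusted p = 4.0e-04), more than in the tail (difference 3.34, adjusted p = 5.6e-04). UDP-glucuronosyltransferase 1, which conjugates the product to lipophilic compounds, rose from 53.2 ± 19.2 to 402 ± 183 (2.85, adjusted p = 0.00449). Glucosamine-6-phosphate isomerase 1, which returns amino sugars to glycolysis, fell from 22.7 ± 2.87 to 10.9 ± 3.36 (-1.03, adjusted p = 0.0465). The second isomerase (-0.58) and UDP-N-acetylglucosamine pyrophosphorylase (1.62, with 10.1 ± 12 FPKM after T3, adjusted p = 0.183) did not pass. So 2 of 5 panel genes rose and 1 fell. The fall was lost with median-ratio scaling. The list had 2 rises and 2 falls among 10 unigenes, the same adjusted over the list alone (median 0.10, set adjusted p = 0.13). In the tabulated ion intensities of T3-treated and control tadpoles UDP-glucuronate was at 0.982 to 1.05 times control in its 3 ions (exact permutation, adjusted p = 0.899 for each, n = 7 and 10). The paper's liver heatmap of these metabolites follows natural metamorphosis instead, which was not analysed here. UDP-N-acetylglucosamine was at 0.687 to 0.828 times (adjusted p = 0.0788 to 0.0926).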

Its upregulated transcription and increased levels of UDP-glucuronate and related metabolites in metamorphic tadpoles suggests that glucuronate interconversion was enhanced and likely responsible for the increased metabolic flux from glycogen to glucose 1-phosphate (Fig. 5a–c).

**Fig. 5:**
Reorganization of carbohydrate metabolism during metamorphic climax. **a**–**c** Carbohydrate metabolism in the liver. **a** Heatmap showing the variation of metabolites of glycol-metabolism when metamorphosis proceeds from stage 36 to stage 44, #, *p* < 0.05 (one-way ANOVA). **b** Transcriptional changes of genes involved in carbohydrate metabolism in the liver after T3-treatment; a positive log-transformed fold change value means upregulation in T3-treated group, and vice versa; *, *p* < 0.05. **c** Network denotes adjustments on lipid metabolism in the liver. (D–G) Carbohydrate metabolism in the tail. **d** Heatmap showing the variation of metabolites of glycol-metabolism when metamorphosis proceeds from stage 36 to stage 43, #, *p* < 0.05 (one-way ANOVA). **e** Transcriptional changes of genes involved in carbohydrate metabolism in the tail after T3-treatment; a positive log-transformed fold change value means upregulation in T3-treated group, and vice versa; *, *p* < 0.05. **f** Variation of metabolites in the pentose phosphate pathway (PPP) after T3-treatment. Each box represents the mean ± SE; *, *p* < 0.05. **g** Network denotes adjustments on lipid metabolism in the tail

### Carbohydrate metabolism in the tail during metamorphic climax

Because the two pro-metamorphic stages (stages 36 and 41) differed in their tail profiles of glycolytic metabolites (Fig. 5d), our analyses focused on the differences between stage 41 and 43 to highlight the metabolic changes associated with the onset of metamorphic climax. The levels of disaccharides and trisaccharides (maltotriose and maltopentaose) in their tail was maintained when metamorphosis proceeded from stage 41 to 43 (Fig. 5d). 

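Glycogen debranching enzyme (TRINITY_DN113562_c0_g1), which also acts in muscle glycogen breakdown, fell in the tail from 58.4 ± 14.2 to 17.2 ± 1.78 FPKM (n = 3, log2 fold change -1.69, adjusted p = 0.00121). α-Amylase stayed close to the detection floor, at 0.933 ± 0.303 and 2.22 ± 1.89 FPKM (0.59, adjusted p = 0.284). The debranching call kept its direction under every scaling.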

Although the transcription of glycogen debranching enzyme was downregulated in metamorphic tadpoles, their transcription of α-amylase was upregulated (Fig. 5e). These results suggest that glycogen mobilization in the form of disaccharides and trisaccharides was maintained. 

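Muscle glycogen phosphorylase (TRINITY_DN92205_c5_g2), the form of contracting fibres, fell in the tail from 361 ± 215 to 103 ± 51.3 FPKM (n = 3, log2 fold change -1.72, adjusted p = 0.0199). The liver form, at a lower level, was at 15.8 ± 5.87 and 30.2 ± 8.34 (0.93, adjusted p = 0.0606). Skeletal muscle markers of the tail fell beside the muscle form.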

The decreased transcription of glycogen phosphorylase suggests reduced mobilization of glycogen through phosphorylation (Fig. 5e). 

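Muscle glycogen synthase (TRINITY_DN104948_c1_g1), which extends the glycogen chain, fell in the tail from 56 ± 16.6 to 19.2 ± 6.65 FPKM (n = 3, log2 fold change -1.51, adjusted p = 0.00641). Glycogen synthase kinase 3 beta, which inhibits the synthase by phosphorylation, rose from 2.17 ± 0.759 to 6.42 ± 2.22 (1.21, adjusted p = 0.0166). The alpha kinase (0.29) and branching enzyme (0.25) did not pass. Over the 8 glycogen genes of the panel, chosen by the study from these libraries, 1 rose and 3 fell. Of these, 2 of the 4 calls remained without control tail 3, T3 tail 1 or T3 tail 2. The list had 1 rise and 3 falls among 11 unigenes, 2 and 3 adjusted over the list alone (median 0.17 but a downward test, adjusted p = 0.159).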

The increased transcription of glycogen synthase and decreased glycogen synthase kinase suggests that glycogen synthesis was suppressed during metamorphic climax (Fig. 5e). Metamorphic tadpoles (stage 43) maintained higher levels of hexose phosphates (fructose 1-phosphate and fructose 6-phosphate) than pro-metamorphic tadpoles (stage 41) (Fig. 5d). This was consistent with the increased transcription of hexokinases and glucokinase in T3-treated tadpoles (Fig. 5e), suggesting increased metabolic flux from soluble sugar (glycogenolysis and tissue apoptosis) to hexose phosphates. This carbohydrate flux was not likely diverted into glycolysis, as the transcription of glycolytic enzymes (triosephosphate isomerase) was downregulated by T3 treatment (Fig. 5e). In contrast, PPP and glucuronate and glucosamine metabolism were likely encouraged during metamorphic climax, as metamorphic tadpoles maintained increased levels of intermediates in PPP and glucose derivates (glucuronate and glucosamine) (Fig. 5d and f), as well as increased transcription of related enzymes (Fig. 5e). These results suggest that the carbohydrate flux in the tail was preferentially allocated to metabolic shunts associated with biosynthesis, rather than energy production (Fig. 5g).

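Hexokinases, which trap glucose as glucose 6-phosphate, yielded no call in the tail. Hexokinase 1 was at 17.8 and 19 FPKM (log2 fold change 0.08, adjusted p = 0.842) and hexokinase 2 at 6.39 ± 3.13 and 11.5 ± 3.79 (n = 3, 0.82, adjusted p = 0.128), although 2 of 3 other hexokinase 2 unigenes rose. Glucokinase averaged 0 FPKM in controls and 0.02 after T3, and its regulatory protein 0.207 and 0.123, too low to be tested. Glucose-6-phosphatase 2, which acts in the reverse direction, rose from 1.49 ± 0.0666 to 8.27 ± 5.77 (1.62, adjusted p = 0.0336). That call was lost with median-ratio scaling and without control tail 3, T3 tail 1 or T3 tail 2. The glucose activation list had 1 rise and 1 fall among 4 unigenes, 1 and 1 adjusted over the list alone (median 0.45, set adjusted p = 0.867). The paper proposes an increased flux from soluble sugar to hexose phosphates.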

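Triosephosphate isomerase, which interconverts the products of the split hexose (TRINITY_DN93813_c3_g1), fell in the tail from 2532 ± 1145 to 808 ± 89.1 FPKM (n = 3, log2 fold change -1.56, adjusted p = 0.00386). Aldolase A fell with it from 9150 ± 2773 to 4010 ± 584 (-1.16, adjusted p = 0.00544) and glyceraldehyde-3-phosphate dehydrogenase from 4655 ± 2259 to 1936 ± 298 (-1.17, adjusted p = 0.0169). Further on, phosphoglycerate kinase fell from 430 ± 216 to 152 ± 42.9 (-1.42, adjusted p = 0.0129), beta enolase from 4170 ± 1957 to 1629 ± 337 (-1.28, adjusted p = 0.0116) and muscle pyruvate kinase from 1242 ± 623 to 456 ± 28.9 (-1.34, adjusted p = 0.00992). Phosphoglucomutase 1 (505 ± 162 to 219 ± 17.5, -1.16, adjusted p = 0.00823) and phosphoglucose isomerase (638 ± 275 to 255 ± 14.1, -1.24, adjusted p = 0.0102) completed 8 falls among 11 panel genes. Phosphofructokinase (-0.71, adjusted p = 0.0876), aldolase B (-0.61) and alpha enolase (-0.16) did not pass. These genes came from the study's own display of the libraries, hence the count is no independent evidence.

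All 8 calls remained with median-ratio scaling, 6 with quantile normalization, 5 without T3 tail 2 and 2 with the single-gene test that the paper states, taken without adjustment. Among 15 list unigenes 7 fell, 8 with 2 rises adjusted over the list alone (median -0.73, set adjusted p = 2.3e-05, adjusted p = 0.442 with an estimated correlation). Markers of skeletal muscle, a tissue rich in these enzymes, fell to a similar degree, 13 of 27 unigenes, 17 adjusted over the list alone (median -0.99, set adjusted p = 6.4e-13, adjusted p = 0.442 with an estimated correlation). The T3 effect differed between liver and tail for 1 of 15 glycolysis unigenes.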

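Several amino sugar and glucuronate enzymes rose in the tail. Glucosamine-6-phosphate isomerases 1 and 2, which convert amino sugar phosphates to fructose 6-phosphate, rose from 15.4 ± 6.89 to 47.6 ± 6.23 FPKM (n = 3, log2 fold change 1.64, adjusted p = 0.0042) and from 14.2 ± 7.95 to 30.5 ± 4.27 (1.18, adjusted p = 0.0357). UDP-glucuronosyltransferase 1, a conjugating enzyme, rose from 2.82 ± 1.37 to 12.4 ± 1.41 (1.88, adjusted p = 0.0021). UDP-glucose 6-dehydrogenase was at 10.6 and 20.2 (0.86, adjusted p = 0.0848), and the N-acetylglucosamine pyrophosphorylase at 3.96 and 7.67 (0.83, adjusted p = 0.0579).

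In the pentose phosphate pathway, glucose-6-phosphate dehydrogenase, which supplies NADPH, rose from 4.94 ± 2.05 to 10.5 ± 2.04 (1.00, adjusted p = 0.0413). Transketolase rose from 58.5 ± 21.3 to 109 ± 0.247 (0.96, adjusted p = 0.0393) and transaldolase from 40.4 ± 15.8 to 78.8 ± 9.69 (1.01, adjusted p = 0.0315). 6-phosphogluconolactonase (0.68), 6-phosphogluconate dehydrogenase (0.71) and ribulose-phosphate 3-epimerase (0.03) did not pass. Of the study's panel genes 3 of 6 rose in the pentose pathway and 3 of 5 in the other. The pentose calls are weak, as 1 remained with median-ratio scaling, and 0 without T3 tail 1, 2 or 3. Adjusted over the list alone 2 of 7 pentose unigenes rose (median 0.68, set adjusted p = 0.685). The same adjustment gave 4 of 10 glucuronate and glucosamine unigenes, 3 of which rose in the full test (0.73, adjusted p = 0.074, and 0.0485 with median-ratio scaling).

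Tabulated ion intensities (7 control, 10 T3 tails, exact permutation) rose for ribose 5-phosphate, a nucleotide precursor, from 22801 ± 7318 to 34096 ± 7945 (1.5 times, adjusted p = 0.0309, 10 of 10 T3 tails above the control mean). They rose as well for erythrose 4-phosphate (1.54 times, adjusted p = 0.0374) and for 1 of 2 UDP-glucuronate ions (14852 ± 5719 to 24826 ± 10074, 1.67 times, adjusted p = 0.0374, 9 of 10). Ribulose 5-phosphate (1.2 times, adjusted p = 0.32) and UDP-N-acetylglucosamine (1.02 to 1.13 times) did not pass. The paper proposes that tail carbohydrate went to biosynthetic shunts and not to energy production.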

### Protein and amino acid metabolism during metamorphic climax

Amino acids and dipeptides increased in the liver and tail after the onset of metamorphic climax (Fig. 6a). 

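Several proteases rose in the tail. Matrix metallopeptidase 13, a collagenase (TRINITY_DN116389_c4_g2), rose from 0.343 ± 0.336 to 371 ± 194 FPKM (n = 3, log2 fold change 8.03, adjusted p = 3.5e-07). MMP9, a gelatinase (TRINITY_DN105471_c5_g1), rose from 6.3 ± 2.9 to 613 ± 216 (6.42, adjusted p = 1.4e-06). MMP11, known from resorbing tadpole tissue, rose from 1.28 ± 0.736 to 67.3 ± 24.9 (4.89, adjusted p = 7.5e-06) and MMP2, which degrades basement membrane, from 27 ± 2.72 to 164 ± 21.5 (2.56, adjusted p = 3.8e-05). MMP18 fell from 3.96 ± 0.203 to 0.947 ± 0.513 (-1.39, adjusted p = 0.00499). The inhibitor TIMP2, which restrains these enzymes, rose as well (9.85 ± 3.78 to 138 ± 14.2, 3.73, adjusted p = 9.9e-06).

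Carnosine dipeptidases 1 and 2, which cleave dipeptides, rose from 0.833 ± 0.566 to 18.8 ± 1.14 (3.48, adjusted p = 1.4e-05) and from 208 ± 150 to 652 ± 31.9 (1.88, adjusted p = 0.00731). Xaa-Pro dipeptidase, which finishes collagen peptides, rose from 54.6 ± 14.4 to between 99.21 and 108.75 (0.97, adjusted p = 0.021). Of the lysosomal cathepsins, S rose from 291 ± 183 to 2074 ± 227 (3.00, adjusted p = 2.8e-04) and L1 from 839 ± 576 to 4837 ± 671 (2.75, adjusted p = 9.4e-04). Cathepsin B rose from 693 ± 353 to 2277 ± 121 (1.83, adjusted p = 0.00214) and Z from 64.7 ± 28.8 to 206 ± 25.4 (1.75, adjusted p = 0.00355), but D (0.73) and K (0.89, adjusted p = 0.0655) did not pass. In the liver, cathepsins B (521 ± 82.9 to 199 ± 76.6, -1.46, adjusted p = 0.0263), D (134 ± 18.5 to 54.7 ± 17.8, -1.33, adjusted p = 0.0257) and Z (237 ± 30.2 to 116 ± 35.6, -1.07, adjusted p = 0.0402) and xaa-Pro dipeptidase (151 ± 36 to 72.5 ± 21.7, -1.07, adjusted p = 0.0441) fell. There cathepsin L1 rose from 601 ± 67.6 to 1176 ± 148 (0.97, adjusted p = 0.0142), and MMP2 (1.19, adjusted p = 0.081) and MMP9 (0.93) did not pass.

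Cationic amino acid transporter 3 (SLC7A3) rose in both tissues, from 3.7 ± 1.75 to 38.5 ± 36.6 in the liver (2.71, adjusted p = 0.0344) and from 1.96 ± 0.69 to 10.3 ± 4.65 in the tail (1.87, adjusted p = 0.00305). So did SLC7A8, a neutral amino acid exchanger, from 12.8 ± 1.55 to 29.1 ± 9.83 (1.08, adjusted p = 0.042) and from 83.1 ± 31.5 to 512 ± 135 (2.65, adjusted p = 3.6e-04). The liver raised SLC38A4 and SLC38A3, sodium-coupled carriers of neutral amino acids and glutamine (140 ± 49.7 to 442 ± 147, 1.64, adjusted p = 0.0227, and 86.4 ± 25.5 to 258 ± 84.1, 1.56, adjusted p = 0.0199). The tail raised SLC3A2 and SLC7A7, which form a heteromeric exchanger (139 ± 74.3 to 573 ± 109, 2.21, adjusted p = 0.00344, and 17.2 ± 12.4 to 109 ± 18.5, 2.81, adjusted p = 0.00103). Its SLC38A5 fell from 166 ± 23.8 to 76.5 ± 2.65 (-1.1, adjusted p = 0.00591).

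Of the study's displayed genes, no independent evidence, 14 of 18 in the protease panel rose and 1 fell in the tail and 1 of 13 rose and 4 fell in the liver. The panel includes the inhibitors TIMP2, which is among the tail rises, and TIMP3. Of the transporters 4 of 6 rose in the tail and 3 of 6 in the liver. In the liver these 5 and 3 calls could all be lost by leaving out 1 library (protease panel without control liver 1 or 2; transporters without control liver 1 or 3 or T3 liver 1). In the lists the tail had 23 of 31 metallopeptidases up and 1 down, 24 and 1 adjusted over the list alone (median 1.32, set adjusted p = 1.4e-07, adjusted p = 0.442 with an estimated correlation). It had 4 of 7 dipeptidases up, 4 adjusted over the list alone (0.97, adjusted p = 0.0492, adjusted p = 0.736 with an estimated correlation). Cathepsins counted 7 of 15 up and 1 down, 9 and 1 adjusted over the list alone (1.1, adjusted p = 0.0682, and 0.0277 with median-ratio scaling). Transporters counted 13 of 27 up and 1 down, 14 and 1 adjusted over the list alone (0.71, adjusted p = 0.0167, adjusted p = 0.843 with an estimated correlation).

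In the liver 1 of 12 metallopeptidases fell, with 2 rises and 2 falls adjusted over the list alone (median 0.07, set adjusted p = 0.356), 1 of 7 dipeptidases fell, 3 adjusted over the list alone (-0.32, adjusted p = 0.427), and 3 of 15 cathepsins rose and 4 fell, the same adjusted over the list alone (-0.16, adjusted p = 0.71). Of its transporters 6 of 23 rose, 6 adjusted over the list alone (median -0.14, mean 0.18, set test upward with adjusted p = 0.0441, adjusted p = 0.569 with an estimated correlation, 0.0754 with median-ratio scaling and up to 0.161 without 1 library). The T3 effect was lower in liver than in tail for 22 of 36 metallopeptidases, 4 of 10 dipeptidases and 7 of 16 cathepsins, and higher for none. On the deposited scale 3532 of all 4391 differing unigenes went that way, and 1178 of 2924 with median-ratio scaling. MMP13 differed by -7.93 (adjusted p = 3.8e-07). The paper proposes accelerated protein degradation in the tail and an increased flow of amino acids from tail to liver.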

T3-treatment induced increased transcription of metallopeptidases, dipeptidases, and cathepsins in the tail, but not in the liver (Fig. 6b), while increased transcription of amino acid transporters was observed in both the liver and tail (Fig. 6c). These results suggest accelerated protein degradation in the tail and increased amino acid flux from the tail to liver during metamorphic climax.

**Fig. 6:**
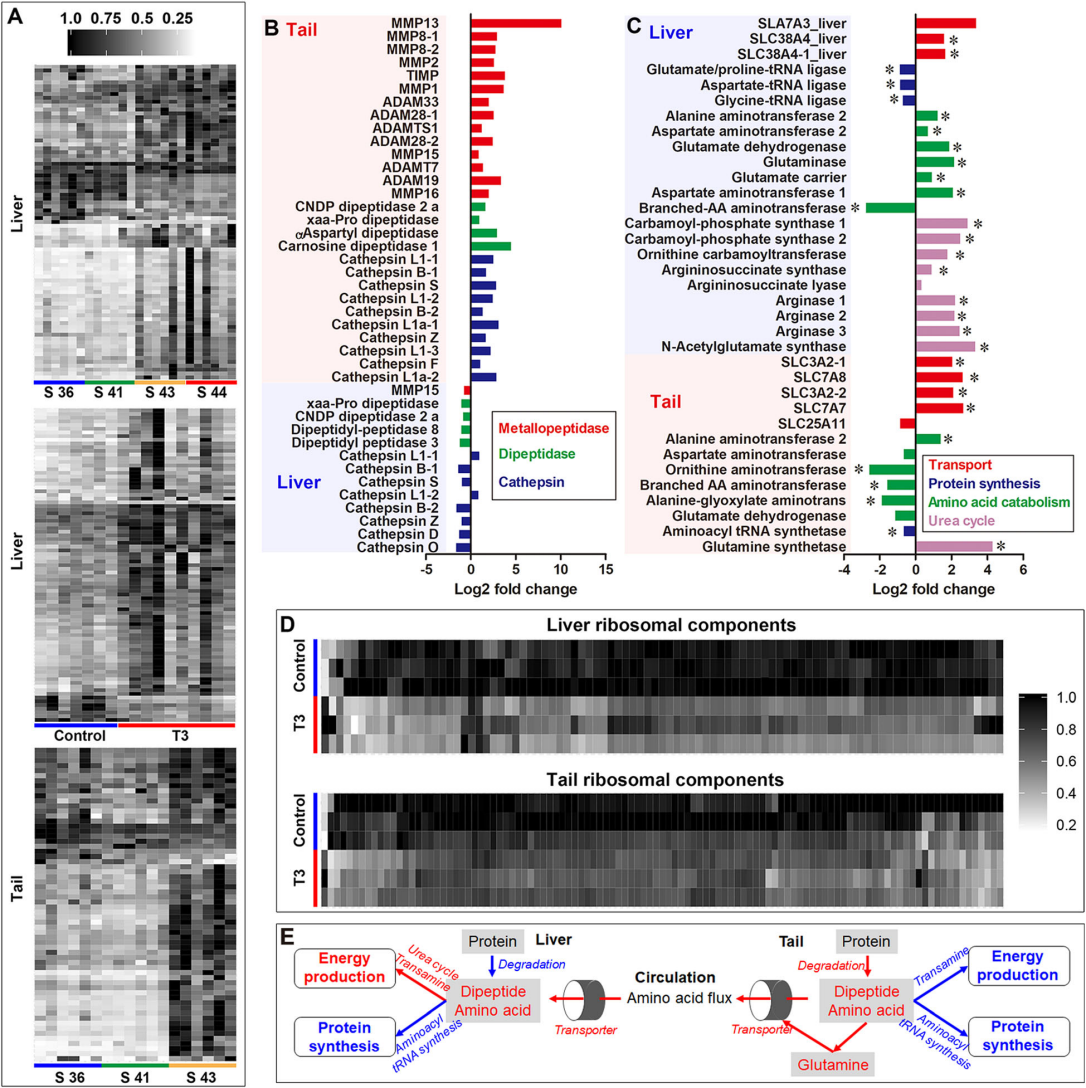
Amino acid metabolism during metamorphic climax. **a** Variation of amino acids and dipeptide during natural and T3-driven metamorphic climax. **b**–**c** Transcriptional changes of genes involved in amino acid metabolism in the liver after T3-treatment; a positive log-transformed fold change value means upregulation in the T3-treated group, and vice versa; *, *p* < 0.05. **d** Heatmap showing the variation of ribosomal components (FPKM > 50) during natural metamorphosis. **e** Network denotes adjustments on amino acid metabolism

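Mitochondrial carbamoyl-phosphate synthase, which brings ammonia into the urea cycle (TRINITY_DN119950_c2_g3), rose in the liver from 810 ± 173 FPKM in controls to 6074 ± 880 after T3 (n = 3, log2 fold change 2.92, adjusted p = 4.8e-04). N-acetylglutamate synthase, which makes its activator, rose from 10.5 ± 3.79 to between 81.15 and 152.23 in the T3 libraries (3.2, adjusted p = 0.00226). Ornithine transcarbamylase rose from 71 ± 17 to 242 ± 71.3 (1.74, adjusted p = 0.00934) and arginase 1, which releases urea, from 318 ± 102 to 1464 ± 515 (2.19, adjusted p = 0.0105). Argininosuccinate synthase was at 2359 ± 806 and 4399 ± 821 (0.94, adjusted p = 0.0624, and 0.0356 with median-ratio scaling) and argininosuccinate lyase at 631 ± 149 and 797 ± 63.3 (0.36, adjusted p = 0.287). Of the other unigenes with these names 5 of 6 for carbamoyl-phosphate synthase and 5 of 5 for arginase 1 rose. The urea cycle list had 5 rises among 7 unigenes, 6 adjusted over the list alone (median 1.89, set adjusted p = 5.4e-09, adjusted p = 0.469 with an estimated correlation).

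Glutamate dehydrogenase, which frees ammonia from glutamate (TRINITY_DN119180_c1_g2), rose from 239 ± 36.7 to 871 ± 50.5 (1.87, adjusted p = 0.00117) and glutaminase from 12.4 ± 2.37 to 55.1 ± 17 (2.03, adjusted p = 0.00695). Alanine aminotransferase 2, which feeds alanine into pyruvate, rose from 202 ± 48.5 to 476 ± 114 (1.23, adjusted p = 0.0218). Cytosolic branched-chain aminotransferase fell from 101 ± 47.4 to 14.9 ± 6.15 (-2.66, adjusted p = 0.00786) and alanine-glyoxylate aminotransferase 2 from 140 ± 22.7 to 44.8 ± 19.3 (-1.71, adjusted p = 0.0224). Mitochondrial aspartate aminotransferase (0.70, adjusted p = 0.0817), ornithine aminotransferase (0.73) and tyrosine aminotransferase (1.58, adjusted p = 0.0822) did not pass. The aminotransferase list had 4 rises and 2 falls among 14, 6 and 3 adjusted over the list alone (median 0.41, set adjusted p = 0.00789, adjusted p = 0.556 with an estimated correlation, up to 0.086 without 1 library).

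Ribosomal proteins, which build the translation machinery, fell in 39 of 90 unigenes and in 63 adjusted over the list alone (median -0.56, set adjusted p = 5.6e-11, adjusted p = 0.573 with an estimated correlation). Ribosomal protein L31 went from 5181 ± 276 to 3245 ± 346 (-0.68, adjusted p = 0.0245) and L37a from 4555 ± 332 to 2868 ± 353 (-0.67, adjusted p = 0.0304). The list's share of summed FPKM was 14.8 ± 0.973% and 10.1 ± 0.984% (exact permutation p = 0.10). With median-ratio scaling no ribosomal unigene fell and the list passed at a median of -0.20 (adjusted p = 6.2e-04). Aminoacyl-tRNA synthetases, which charge tRNA, had 1 rise and 3 falls among 30, 1 and 5 adjusted over the list alone (median -0.21, adjusted p = 0.996). Those for glutamate and proline (-0.85, adjusted p = 0.0617), aspartate (-0.91, adjusted p = 0.0973) and glycine (-0.68, adjusted p = 0.052) did not pass.

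Of the study's own panel genes, no independent evidence, 4 of 6 urea cycle genes rose, 3 of 10 aminotransferase and glutamate genes rose and 2 fell, and 0 of 3 tRNA synthetases passed. The urea calls survived every scaling and the loss of any 1 library. The aminotransferase and glutamate calls shrank from 5 to 3 without control liver 1 or 3. The T3 effect was higher in liver than in tail for 6 of 8 urea cycle unigenes (carbamoyl-phosphate synthase 3.39).

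**Figure D2:**
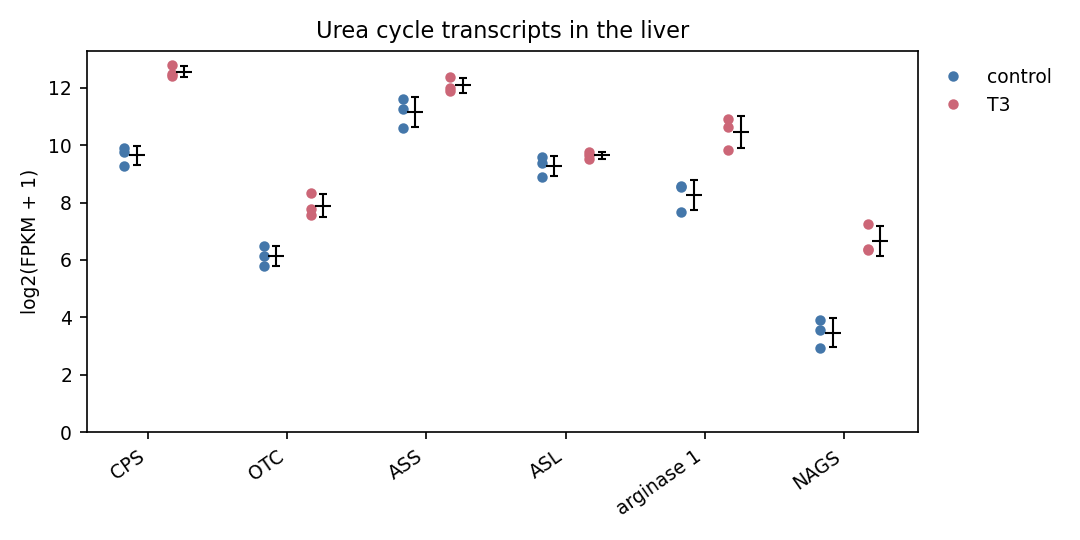
FPKM of the urea cycle genes in each liver library of control and T3-treated tadpoles.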

In the liver, metamorphic tadpoles showed decreased transcription of aminoacyl-tRNA synthetases and ribosomal components but increased transcription of aminotransferases and enzymes of urea cycle (carbamoyl-phosphate synthase and argininosuccinate lyase) (Fig. 6c–d). This suggested that amino acid catabolism increased in the liver, rather than protein synthesis, during metamorphic climax (Fig. 6e).

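Ornithine aminotransferase, which links ornithine to glutamate, fell in the tail from 451 ± 226 to 75.8 ± 26.3 FPKM (n = 3, log2 fold change -2.50, adjusted p = 9.4e-04). Mitochondrial branched-chain aminotransferase, the first step of leucine, isoleucine and valine breakdown, fell from 50.2 ± 7.82 to 16.8 ± 4.53 (-1.54, adjusted p = 0.00298). Glutaminase fell from 9.23 ± 3.36 to 1.82 ± 0.182 (-1.81, adjusted p = 0.00142) and glutamate dehydrogenase from 370 ± 151 to 169 ± 13.9 (-1.06, adjusted p = 0.0209). Alanine-glyoxylate aminotransferase 2 fell by 1.71 (22.4 ± 5.77 to 6.12 ± 1.32, adjusted p = 0.00174), while alanine aminotransferase 2 rose from 29.3 ± 10.9 to 77.9 ± 15.3 (1.43, adjusted p = 0.00861). Mitochondrial aspartate aminotransferase was at 664 ± 158 and 419 ± 74.6 (-0.65, adjusted p = 0.0735). Arginine enzymes split. Arginase 1 rose from 8.92 ± 5.1 to 82.7 ± 25.5 (3.21, adjusted p = 6.2e-04). The mitochondrial arginase 2 fell from 97.9 ± 43.7 to 10.6 ± 5.11 (-3.09, adjusted p = 2.7e-04) and argininosuccinate synthase from 37.3 ± 8.28 to 6.76 ± 2 (-2.31, adjusted p = 3.0e-04).

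Among 10 aminotransferase and glutamate genes of the panel, which are not independent evidence, 2 rose and 5 fell. The list had 3 rises and 6 falls among 14 unigenes, 3 and 7 adjusted over the list alone (median -0.29, set adjusted p = 0.0167, adjusted p = 0.442 with an estimated correlation, 0.104 with median-ratio scaling). Cytosolic ribosomal proteins had 3 falls among 91, 0 adjusted over the list alone (median -0.35, set adjusted p = 2.3e-15, adjusted p = 0.736 with an estimated correlation), and with median-ratio scaling 70 fell. L36a was at 4362 ± 457 and 3157 ± 193 (-0.46, adjusted p = 0.0833), and the list held 13.8 ± 2.39% and 12.5 ± 0.399% of summed FPKM (exact permutation p = 0.40). Of 31 tRNA synthetases 1 rose, 0 adjusted over the list alone (median 0.07 with a downward test, adjusted p = 0.22). With median-ratio scaling 9 fell (median -0.31, adjusted p = 0.0464). Urea cycle unigenes numbered 5, with 1 rise and 2 falls, the same adjusted over the list alone (median -0.47, adjusted p = 0.0568).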

In the tail, the transcription of aminoacyl-tRNA synthetase, ribosomal components, and most aminotransferases was downregulated (Fig. 6c–d), suggesting simultaneous suppression of amino acid catabolism and protein synthesis during metamorphic climax (Fig. 6e). 

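Glutamine synthetase, which binds ammonia to glutamate (TRINITY_DN103670_c6_g2), rose in the tail from 59.7 ± 24.3 to 1165 ± 201 FPKM (n = 3, log2 fold change 4.34, adjusted p = 9.1e-06). In the liver it was at 6.68 ± 2.18 and 27.3 ± 20.5 (1.55, adjusted p = 0.157), and the effect was smaller there than in the tail (difference -2.8, adjusted p = 0.0274). The tabulated intensity of glutamine rose in T3 tails from 24095 ± 4273 to 41925 ± 8329 for the (M+H)+ ion and from 29361 ± 8854 to 51172 ± 12188 for (M-H)- (n = 7 and 10, 1.74 times in each, exact permutation, adjusted p = 5.7e-04 and 0.00141), with 10 of 10 T3 tails above the control mean. In T3 livers the same ions were at 1.32 and 1.28 times control, 10 of 10 above the control mean (296110 ± 50494 and 377700 ± 90552 for (M-H)-). These liver ions did not pass after adjustment over the ions of the tissue (exact permutation, adjusted p = 0.0945 for both). Before that adjustment the exact permutation p was 0.0413 for (M+H)+ and 0.0359 for (M-H)-. The paper's description of its metabolite tests mentions no such adjustment, so the 2 thresholds differ. The paper proposes that ammonia of the tail was recycled as glutamine.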

T3 treatment increased the transcription of glutamine synthetase in the tail (Fig. 6c), and the levels of glutamine increased in both tail and liver of metamorphic tadpoles (Additional file 2: Figure S7). This suggested that tail ammonia was recycled in the form of glutamine during metamorphic climax (Fig. 6e).

### TCA cycle and oxidative phosphorylation during metamorphic climax

TCA cycle and oxidative phosphorylation are common downstream processes of lipid, carbohydrate, and amino acid catabolism. 

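Mitochondrial isocitrate dehydrogenase 2, an NADP-linked enzyme (TRINITY_DN94020_c4_g1), rose in the liver from 34.2 ± 3.5 to 885 ± 264 FPKM (n = 3, log2 fold change 4.62, adjusted p = 1.0e-04) and did not pass in the tail (-0.05; difference 4.67, adjusted p = 2.3e-06). 2-oxoglutarate dehydrogenase, a TCA cycle control point, rose from 38.8 ± 4.4 to 150 ± 51.2 (1.86, adjusted p = 0.00954) and citrate synthase, the entry step, from 42.6 ± 2.97 to 93.3 ± 15.8 (1.1, adjusted p = 0.0158). Fumarase fell from 112 ± 18.3 to 63.2 ± 11.2 (-0.81, adjusted p = 0.0467), and isocitrate dehydrogenase 3, succinate dehydrogenase A and malate dehydrogenase 2 (-0.02, 0.19 and -0.20) did not pass. Of the mitochondrially encoded subunits, which form the core of the respiratory complexes, cytochrome c oxidase I (COX I, TRINITY_DN120483_c3_g1) rose from 10215 ± 551 to 21284 ± 3783 (1.05, adjusted p = 0.00819), a call lost with quantile normalization (0.48, adjusted p = 0.182). ND5 rose from 4034 ± 268 to 7721 ± 828 (0.93, adjusted p = 0.00859) and cytochrome b from 2662 ± 145 to 5127 ± 607 (0.94, adjusted p = 0.00934).

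In the tail, fumarase fell from 115 ± 5.58 to 63.8 ± 4.84 (-0.84, adjusted p = 0.0188), and malate dehydrogenase 2 from 765 ± 115 to 449 ± 43.6 (-0.76, adjusted p = 0.0249). The pyruvate dehydrogenase alpha subunit, the gate from glycolysis, fell from 173 ± 32.1 to 84.9 ± 17 (-1.02, adjusted p = 0.0139). So did mitochondrial pyruvate carrier 1 (280 ± 59.3 to 123 ± 18, -1.18, adjusted p = 0.00605) and ATP synthase alpha (836 ± 88 to 464 ± 52.6, -0.85, adjusted p = 0.0139). Mitochondrially encoded cytochrome c oxidase I (-0.17) and ND5 (-0.05) did not pass.

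In the liver lists 3 of 21 TCA unigenes rose and 1 fell, 5 and 1 adjusted over the list alone (median 0.19, set adjusted p = 0.00277, adjusted p = 0.556 with an estimated correlation), and 8 rose with median-ratio scaling. Of the mitochondrially encoded unigenes 6 of 11 rose, 8 adjusted over the list alone (0.66, adjusted p = 6.8e-09, adjusted p = 0.469 with an estimated correlation). Of the nuclear-encoded respiratory unigenes 1 of 59 rose, 0 adjusted over the list alone (0.08, adjusted p = 0.00168, adjusted p = 0.72 with an estimated correlation), and 11 with median-ratio scaling. In the tail lists 10 of 20 TCA unigenes fell, 10 adjusted over the list alone (-0.63, adjusted p = 9.2e-07, adjusted p = 0.662 with an estimated correlation). The nuclear-encoded list had 21 of 59 down, 39 down with 1 rise adjusted over the list alone (-0.64, adjusted p = 4.5e-18, adjusted p = 0.563 with an estimated correlation), and 47 with median-ratio scaling. Among the mitochondrially encoded 0 of 12 passed (-0.17, adjusted p = 0.105). The T3 effect was higher in liver than in tail for 10 of 21 TCA, 25 of 62 nuclear-encoded and 5 of 13 mitochondrially encoded unigenes, and lower for none. Muscle markers of the tail fell alongside.

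From the study's display, 7 of 15 genes rose and 1 fell in the liver and 4 of 16 fell in the tail, counts that are no independent evidence. With median-ratio scaling 7 of the 8 liver calls remained and with quantile normalization 5. Leaving out control liver 1, 2 or 3 left 5 of 8. The 4 tail calls were all lost without T3 tail 1 or 2, and 1 remained with FPKM rescaled to equal library sums.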

Metamorphic tadpoles showed an overall upregulated transcription of these two pathways in their liver, but downregulated transcription in their tail (Additional file 2: Figure S8 A–C). 

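Muscle creatine kinase, which buffers ATP in fibres (TRINITY_DN112156_c3_g2), fell in the tail from 27903 ± 8499 to 12365 ± 3367 FPKM (n = 3, log2 fold change -1.16, adjusted p = 0.00855), a call lost with quantile normalization. SERCA1, the calcium pump of fast muscle, fell from 15655 ± 336 to 10788 ± 2067 (-0.56, adjusted p = 0.0469), but the call was lost under each other scaling and its sign turned with quantile normalization (0.238, adjusted p = 0.467). SERCA2, the slow and cardiac form, rose from 12.9 ± 5.3 to 34.9 ± 5.78 (1.42, adjusted p = 0.00695), and mitochondrial creatine kinase did not pass (-0.97, adjusted p = 0.127). UCP2, an inner membrane carrier of the uncoupling family (TRINITY_DN122987_c0_g1), rose from 11.7 ± 1.15 to 37.7 ± 15.3 (1.52, adjusted p = 0.00733). In the liver SERCA2 rose from 13.6 ± 1.53 to 46.3 ± 21.5 (1.61, adjusted p = 0.0205) and mitochondrial creatine kinase from 10.6 ± 2.02 to 24.5 ± 6.85 (1.12, adjusted p = 0.0326). Both calls were lost without control liver 1, 2 or 3, and UCP3 was not called there (0.85, adjusted p = 0.415).

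Thus 2 of 5 tail genes of the panel rose and 2 fell, a selection made on these libraries and so not independent evidence. The list of calcium pumps and creatine kinases held 2 rises and 2 falls among 8 tail unigenes, the same adjusted over the list alone (median 0.40 with a downward test, adjusted p = 0.73). In the liver it held 2 rises among 9, 2 adjusted over the list alone (0.56, adjusted p = 3.4e-04, adjusted p = 0.469 with an estimated correlation). Skeletal muscle markers fell in the tail as well, 13 of 27 unigenes, 17 adjusted over the list alone (median -0.99, set adjusted p = 6.4e-13, adjusted p = 0.442 with an estimated correlation), and held 7.9 ± 2.78% of summed FPKM in controls and 4.29 ± 0.768% after T3 (exact permutation p = 0.10).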

In the tail, Ca^2+^-ATPases and muscle creatine kinases, the primary ATP consumers in muscle, were also downregulated, while the transcription of uncoupling protein (UCP), which diverts proton gradient away from energy production, was upregulated (Additional file 2: Figure S8 D).

## Discussion

Our results show that the onset of metamorphic climax in *R. omeimontis* tadpoles was associated with dramatic metabolic changes in the liver and tail (Figure 2). Using naturally metamorphosing tadpoles (stages 30–31, 36, 41, 43, and 44) and T3-driven metamorphic tadpoles as model systems, we studied the metabolic adjustments systematically by reconstructing the primary metabolic pathways of carbohydrate, lipid, and amino acids based on comparative transcriptomics and metabolomics. The significance of these adjustments in sustaining the proceeding of metamorphic climax are discussed below.

### Mobilization of nutrient storage

During metamorphic climax, energy metabolism in the liver of *R. omeimontis* tadpoles was upregulated at the transcriptional level (Additional file 2: Figure S8 A). This could be due to the increased requirement of biosynthesis and metabolite interconversion during metamorphic climax [36]. Despite of the accelerated energy consumption, the liver mass and hepatic storages of metamorphic tadpoles were not decreased (Fig. 1f; Zhu et al. [21]). Even their feeding behavior had stopped during metamorphic climax (Fig. 1b). This suggests that extra-hepatic nutrients were mobilized, as fuel, to replace the hepatic storage. The tail is the largest organ undergoing apoptosis during metamorphic climax. It undergoes accelerated degradation of cellular components during metamorphic climax (Fig. 6b), with synchronously downregulated energy production and consumption (Additional file 2: Figure S8 B–D). These metabolic changes suggest that it transformed from a primary energy consuming organ to nutrient storage. Amino acids are likely the primary type of metabolic substrates flowing from the tail to the liver (Fig. 6e). The increased transcription of UCP in the tail (Additional file 2: Figure S8 D) suggests that this organ was not energy deficient during metamorphic climax [37], which might be important to nutrient recycling from the tail.

Although the tail could replace the fat depot as an energy resource after the onset of metamorphic climax, starvation might last longer than tail apoptosis due to physiological or environmental constraints [12]. Fat storage, in the fat body or liver, may assume the responsibility of nutrient supply once the tail has been resorbed into a stub [21, 22]. This means that both the tail and fat storage (fat body or liver) are necessary and mobilized sequentially to complete metamorphosis.

### Metabolic shift in energy metabolism

At the molecular level, the liver of metamorphic *R. omeimontis* tadpoles had upregulated amino acid catabolism (transamination and urea cycle) (Fig. 6e) while its FFA β-oxidation and glycolysis were downregulated (Figs. 3f and 5c). In combination with the increased energy metabolism in the liver (Additional file 2: Figure S8 A), these results suggest a metabolic shift from carbohydrate and lipid to amino acids in energy metabolism in the liver during metamorphic climax. This is different from the metabolic pattern in the starved pro-metamorphic tadpoles, who preferentially consumed hepatic lipid and glycogen [21]. Why were amino acids preferentially consumed by catabolism during metamorphic climax? First, the requirement of the three types of substrates in building froglets might differ. The upregulated gluconeogenesis in the liver (Fig. 5c) suggests that apoptotic tissue might provide insufficient carbohydrates to sustain related anabolism. This is reasonable, as carbohydrate is required in synthesizing nucleotide and glycan and for providing most NADPH [31]. In contrast, the increased glycerolipid synthesis (Fig. 3f) and ammonia deposition (Fig. 6c) in the liver suggested that amino acids and lipids recovered from tissue apoptosis likely exceeded the amount required for synthesizing froglet proteins and phospholipids. Second, organ remodeling and organogenesis require synthesis of large amounts of cellular components. In comparison to lipids, amino acids can provide more types of carbon skeletons through incomplete oxidation and this might satisfy the requirement of energy production and metabolite interconversion simultaneously. Third, although lipids and amino acids may be equivalent as energy fuel, amino acids or proteins are less convenient for bulk storage than lipids. As the non-feeding period may last longer than the duration of tissue apoptosis during metamorphic climax, tadpoles may be unable to store sufficient energy in amino acids for the late metamorphic climax. This means that these two nutrients are mobilized to sustain different metabolic requirement of metamorphosis. It is possible that the tail size and fat amount might be independent body condition signals for the onset of metamorphic climax. The former is more likely to be correlated with the froglet body size.

### Anabolic requirements during metamorphic climax

Shifting anabolic requirements are expected during the transition from fat-growing stages to metamorphic climax. Amphibian metamorphic climax is characterized by a shrinkage of the body size. This indicates that some constitutive cellular components could be recovered from apoptotic tissues, and not all of the anabolic processes are maintained. A typical example is cholesterol, a necessary cellular component limiting cell growth [38]. During metamorphic climax, cholesterol synthesis was downregulated in the liver (Fig. 3f). Its catabolism (hydroxylation and de hydroxylation) was also downregulated (Additional file 2: Figure S4). This suggests a reduced turnover rate of cholesterol in metamorphic tadpoles, which might be important in maintaining cholesterol availability during metamorphic climax. In contrast to cholesterol synthesis, fatty acid elongation and desaturation was increased in metamorphic *R. omeimontis* tadpoles (Fig. 4d). The froglets likely had increased fatty acid unsaturation of the membrane or storage lipids. Metamorphic *R. omeimontis* tadpoles maintained high levels of long-chain polyunsaturated FFAs (e.g., Δ22:5 and Δ22:4) (Fig. 4a). Their increased synthesis in metamorphic tadpoles might be associated with the structural and functional remodeling of the central nervous system at the cellular level [39], as these metabolites are most rich in sphingolipids and are required for neural development [40, 41]. Surprisingly, unsaturated FFA synthesis occurred in the tail, rather than in the liver, during metamorphic climax (Fig. 4e). This suggests a unique role of this apoptotic organ in metabolite interconversion.

Amino acids and monosaccharides are elementary units of proteins and proteoglycans. Both the tail and liver had decreased transcription of genes involved in protein synthesis during metamorphic climax (Fig. 6e). Reduced protein synthesis has also been observed in the liver of metamorphic bullfrog tadpoles [42]. The onset of metamorphic climax involved a transition from growth to differentiation and remodeling [43]. Thus, the intensity of hepatic protein synthesis is determined by the degree of cell type replacement and gene expression switch in the liver. Unlike other organs undergoing remodeling during metamorphic climax (skin, pancreas, and intestine), the liver does not show significant morphological change and cell replacement [26]. Gene expression switching is mainly limited to metabolic enzymes and circulatory proteins (hemoglobin and apolipoprotein), instead of structural components (Fig. 2c and [44]). Accordingly, reduced protein synthesis in the liver is expected during metamorphic climax. Although protein synthesis, an energy-intensive process in hepatocytes [45], was downregulated in the liver of metamorphic tadpoles, the hepatic energy metabolism was upregulated (Additional file 2: Figure S8). It is possible that other energy-intensive biosynthetic pathways were upregulated. Amino acids participate in body construction as protein units, but they also have non-protein functions such as neurotransmitters or precursors of other bioactive metabolites. Glutamine [46] synthesis was upregulated in the tail of metamorphic tadpoles (Fig. 6e and Additional file 2: Figure S7). Glutamine supplements can induce metamorphosis of the sea urchin (*Hemicentrotus pulcherrimus*) [47] and stimulate development in broilers [48]. Its role in amphibian metamorphosis is worthy of further investigation.

The metabolic flux throughout glycolysis was reduced in both the liver and tail of metamorphic tadpoles (Fig. 5c and g). In contrast, the metabolic flux from glucose 1-phosphate to glucose derivatives (glucuronate, UDP-glucosamine, and UDP-glucuronate) was increased (Fig. 5c and g). Glucuronate and glucosamine are required components for the synthesis of mucins and mucopolysaccharides (heparan sulfate and hyaluronan). These biological macromolecules are located at the cell surface and extracellular matrix, [49], and are important in growth and development regulation and morphogenesis in vertebrates [50–54]. Thus, diverting carbohydrates from catabolism to the synthesis of glycan elements might be significant for metamorphosis. In addition, transition to a terrestrial environment involves new environmental stresses, such as dehydration and oxidation. Frog skin has high levels of hyaluronan and mucins [55, 56], which are involved in oxidation resistance and water maintenance [57, 58]. The carbohydrate requirement might be increased during the body construction of froglets. This possibility is supported by the upregulated gluconeogenesis in the liver of metamorphic tadpoles. The increased synthesis of polysaccharides could explain the increased energy metabolism in the liver. The tail and the liver showed increased and decreased metabolic flux throughout PPP, respectively (Fig. 5). This glycol-metabolic pathway plays a critical role in biosynthesis through providing NADPH and carbon skeletons for functional metabolites or structural units of biological macromolecules (DNA and RNA) [31]. Increased flux through PPP is always associated with robust biosynthesis of cellular components [59]. Our results demonstrated that the tail made an increased contribution to metabolite synthesis during metamorphic climax, possibly due to the convenience of metabolic substrates.

### Potential metabolic regulation during metamorphic climax

PPARα is a nutrient-sensing nuclear receptor activating lipolysis, FFA elongation and desaturation, FFA β-oxidation, and hepatic lipid export in the liver and muscle [60–62]. PPARα transcription in the liver and tail was decreased and increased, respectively, during metamorphic climax (Additional file 2: Figure S5). This could explain the decreased hepatic fat mobilization and upregulated tail FFA elongation and desaturation (Figs. 3 and 4). PPARγ is a master regulator of adipocyte differentiation and lipogenesis [63]. Its transcriptional upregulation in the tail was consistent with the encouraged TAG synthesis during metamorphic climax (Fig. 4).

We observed transcription of adiponectin in the tail of *R. omeimontis* tadpoles (Additional file 2: Figure S4). In mammals, this protein hormone is exclusively secreted from adipose tissue into the bloodstream and modulates glucose regulation and fatty acid oxidation in the liver and muscle. It also modulates the adipose tissue in an autocrine/paracrine manner [64, 65]. Although no obvious adipose tissues were observed in the tail of *R. omeimontis* tadpoles [21], it is possible that there are small-scale adipose scatters in this organ. A physiological function of adiponectin is to increase insulin sensitivity by regulating AMPK, PPARα, and p38 MAPK [65]. In our study, decreased expression of adiponectin (Additional file 2: Figure S5) could explain the downregulated fatty acid oxidation and glycolysis, as well as upregulated gluconeogenesis and glycogenolysis, in the liver of metamorphic tadpoles [66, 67]. This might be involved in coordinating the mobilization of hepatic and tail storage. In the tail of metamorphic *R. omeimontis* tadpoles, the transcription of adiponectin receptors was upregulated (Additional file 2: Figure S5), which could off-set the effects of reduced adiponectin on the tail metabolism. However, the transcriptional variation of PPARs and adiponectin did not explain the metabolic adjustments in the tail, potentially due to downregulated metabolism during apoptosis.

A surprising finding here was the increased synthesis of FFA derivatives (e.g., PGs and HEHE) in the tail of metamorphic tadpoles (Fig. 4f–i). These molecules have proinflammatory and anti-inflammatory activities [68, 69]. They have been identified as ligands of PPARs [70–72] and their increased synthesis might be involved in the metabolic regulation in a PPAR dependent manner. These lipids also play important roles in development and apoptosis [73–76]. It is possible they also have a role in regulating the metamorphic climax. Further studies may reveal their physiological and metabolic functions.

## Conclusion

We reconstructed the lipid, carbohydrate, and amino acid metabolic networks and analyzed the metabolic adjustments during the onset of metamorphic climax in *R. omeimontis* tadpoles (Fig. 7). We showed (1) the energy requirement and metabolic switch during the onset of metamorphic climax; (2) the anabolic requirements in metamorphic tadpoles, especially the increased synthesis of glycan elements and unsaturated FFAs; (3) the contribution of the apoptotic tail to anabolism. These findings illustrate the metabolic requirements of amphibian metamorphosis. They may relate to ecological, toxicological, and developmental studies using amphibians as a model system.

**Fig. 7:**
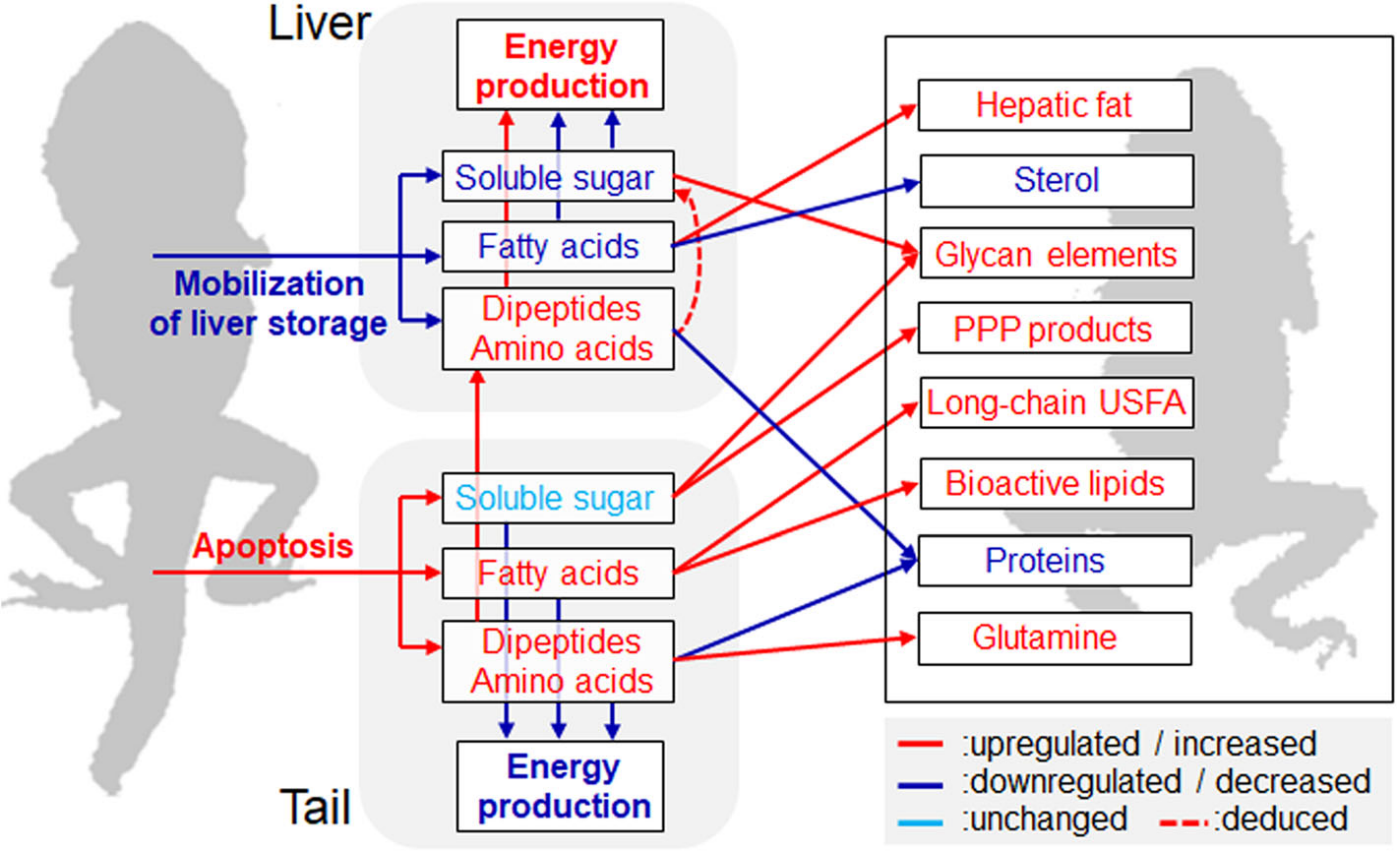
Variation of metabolic fluxes during metamorphic climax. Items and arrows with blue, red, and cyan colors mean downregulated/decreased, upregulated/increased, and unchanged, respectively. The thickness of arrows is uniform, and it does not indicate the level of metabolic flux. Arrows in dashed lines indicates deduced adjustment on this metabolic pathway

## Supplementary information

**Additional file 1: **Liver and tail metabolites tables. **Table S1.** Liver metabolomes of stage 36, 41, 43, and 44 tadpoles. **Table S2.** Tail metabolomes of stage 36, 41, and 43 tadpoles. **Table S3.** Liver metabolomes of control and T3-treated stage 30–31 tadpoles. **Table S4.** Tail metabolomes of control and T3-treated stage 30–31 tadpoles. **Table S5.** Results of KEGG enrichment analyses based on liver DEGs between control and T3-treated tadpoles. **Table S6.** Results of KEGG enrichment analyses based on tail DEGs between control and T3-treated tadpoles.

**Additional file 2: Figure S1.** Overview of the transcriptomes of control and T3-treated tadpoles. (A) Unigene length distribution. (B) Gene expression correlations between samples. (C–D) Volcano plots showing the DEGs of liver (C) and tail (D) metabolomes between control and T3-treated tadpoles. **Figure S2.** Liver size of control and T3-treated tadpoles. ***, *p* < 0.001. **Figure S3.** Scatter plots of PCAs based on liver (A) and tail (B) metabolomes of pro-metamorphic (stage 30–31) and T3-driven metamorphic tadpoles. **Figure S4.** Transcriptional variation of genes involved in primary bile acid biosynthesis and steroid metabolism in the liver. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. **Figure S5.** Transcriptional variation of genes with potential metabolic regulatory functions in the liver and tail. *, *p* < 0.05. **Figure S6.** Arachidonic acid metabolism highlighted by tail DEGs between control and T3-treated tadpoles. **Figure S7.** Variation of glutamine levels during metamorphic climax. Different letters denote significant differences between groups (*p* < 0.05), as shown by the Student**–**Newman**–**Keuls post hoc test after one-way ANOVA. *, *p* < 0.05. **Figure S8.** Transcriptional changes of genes involved in energy metabolism during metamorphic climax. (A) Transcriptional changes of genes involved in energy metabolism (TCA cycle and oxidative phosphorylation) in the liver. (B) Transcriptional changes of genes involved in TCA cycle in the tail. (C) Heatmap showing the transcriptional level of genes involved in oxidative phosphorylation in the tail. (D) Transcriptional changes of major energy consuming proteins in the tail. A positive logarithmic transformed fold change value means upregulation in T3-treated group, and vice versa; *, *p* < 0.05. PDH, pyruvate dehydrogenase; CS, citrate synthase; IDH, isocitrate dehydrogenase; 2-OGDH, 2-oxoglutarate dehydrogenase; SCL, succinyl-CoA ligase; SDH, succinate dehydrogenase; MDH, malate dehydrogenase; ND, NADH dehydrogenase; MCK, muscle creatine kinase; UCP, uncoupling protein.

## Data Availability

The sequencing data from this study were submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE147618.

# Supplementary material for: Remarkable metabolic reorganization and altered metabolic requirements in frog metamorphic climax
**Source:** Front Zool. 2020 Oct 8;17:30. doi: 10.1186/s12983-020-00378-6
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Overview of the transcriptomes of control and T3-treated tadpoles. (A) Unigene length distribution. (B) Gene expression correlations between samples. (C–D) Volcano plots showing the DEGs of liver (C) and tail (D) metabolomes between control and T3-treated tadpoles. Figure S2. Liver size of control and T3-treated tadpoles. ***, p < 0.001. Figure S3. Scatter plots of PCAs based on liver (A) and tail (B) metabolomes of pro-metamorphic (stage 30–31) and T3-driven metamorphic tadpoles. Figure S4. Transcriptional variation of genes involved in primary bile acid biosynthesis and steroid metabolism in the liver. *, p < 0.05; **, p < 0.01; ***, p < 0.001. Figure S5. Transcriptional variation of genes with potential metabolic regulatory functions in the liver and tail. *, p < 0.05. Figure S6. Arachidonic acid metabolism highlighted by tail DEGs between control and T3-treated tadpoles. Figure S7. Variation of glutamine levels during metamorphic climax. Different letters denote significant differences between groups (p < 0.05), as shown by the Student–Newman–Keuls post hoc test after one-way ANOVA. *, p < 0.05. Figure S8. Transcriptional changes of genes involved in energy metabolism during metamorphic climax. (A) Transcriptional changes of genes involved in energy metabolism (TCA cycle and oxidative phosphorylation) in the liver. (B) Transcriptional changes of genes involved in TCA cycle in the tail. (C) Heatmap showing the transcriptional level of genes involved in oxidative phosphorylation in the tail. (D) Transcriptional changes of major energy consuming proteins in the tail. A positive logarithmic transformed fold change value means upregulation in T3-treated group, and vice versa; *, p < 0.05. PDH, pyruvate dehydrogenase; CS, citrate synthase; IDH, isocitrate dehydrogenase; 2-OGDH, 2-oxoglutarate dehydrogenase; SCL, succinyl-CoA ligase; SDH, succinate dehydrogenase; MDH, malate dehydrogenase; ND, NADH dehydrogenase; MCK, muscle creatine kinas

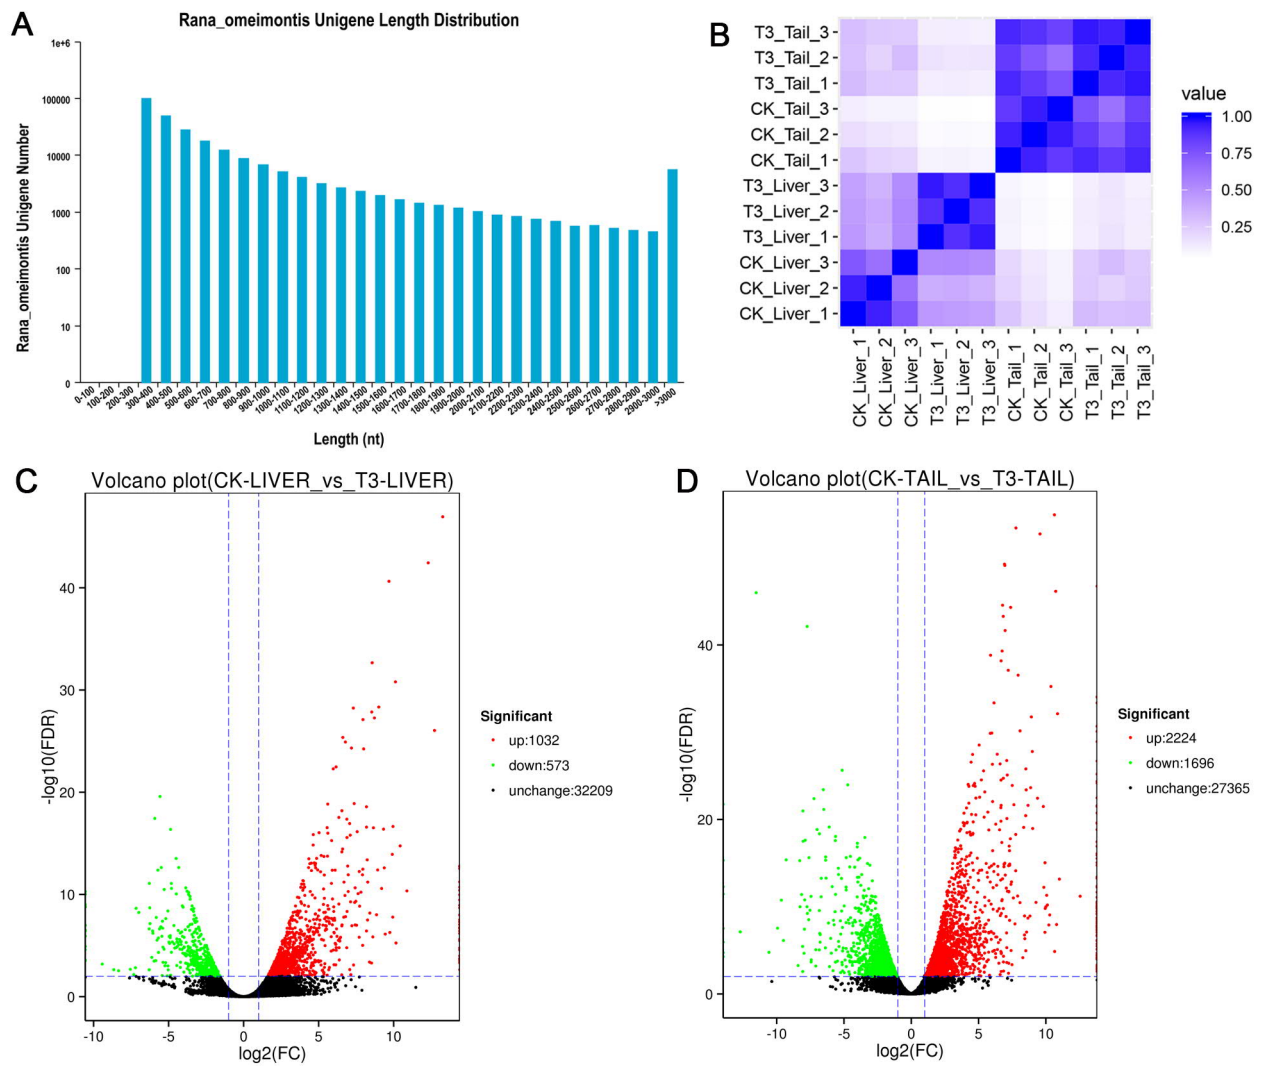

Figure S1. An overview of the transcriptomes of control and T3-treated tadpoles. (A) Unigene length distribution. (B) Gene expression correlations between samples. (C-D) Volcano plots presenting the DEGs of liver (C) and tail (D) metabolomes between control and T3-treated tadpoles.

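Under the thresholds drawn in the volcano plots, 510 liver unigenes passed, 253 higher and 257 lower after T3, and 2133 tail unigenes, 1614 higher and 519 lower. With median-ratio scaling the liver split was 354 higher and 140 lower, and the tail split 1026 and 913. The liver set held adult beta globin, an oxygen carrier of the adult frog (TRINITY_DN104989_c4_g1, 0.29 ± 0.285 to 2306 ± 826 FPKM, n = 3, log2 fold change 10.75, adjusted p = 1.8e-05), and the tail set keratin type I cytoskeletal 12, a filament protein of epithelia (TRINITY_DN93373_c6_g4, 5.2 ± 1.59 to 1322 ± 49.9, 7.77, adjusted p = 9.5e-08). Larval keratin unigenes, which belong to the tadpole skin, were among the largest falls of the tail (TRINITY_DN88011_c1_g1, 654 ± 443 to 0.657 ± 0.937, -8.38, adjusted p = 9.1e-06). When any 1 library was left out the liver count was 152 to 306 and the tail count 963 to 2411, lowest without T3 tail 2.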

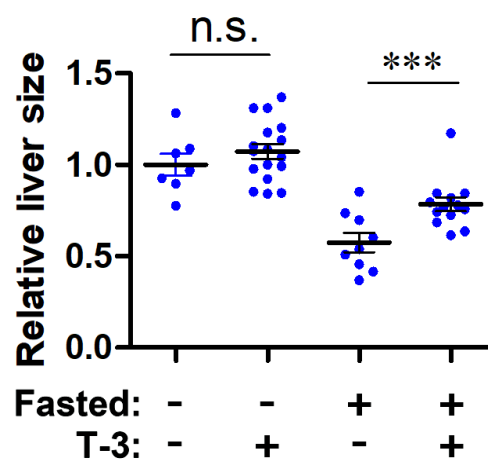

Figure S2. Liver size of control and T3-treated tadpoles. ***, $p < 0.001$.

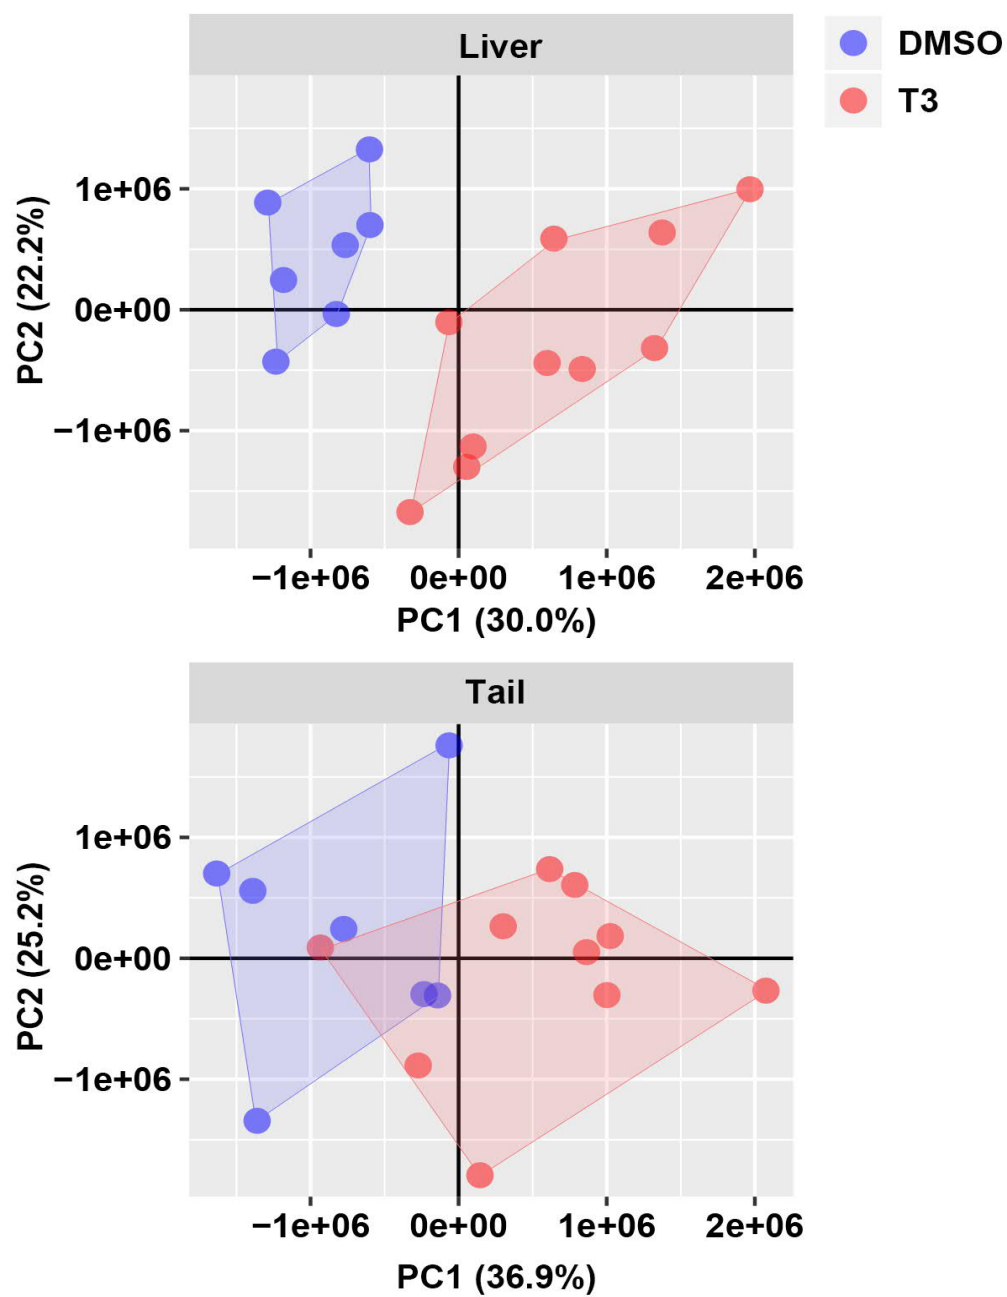

Figure S3. Scatter plots of PCAs based on liver (A) and tail (B) metabolomes of prometamorphic (stage 30-31) and T3-driven metamorphic tadpoles.

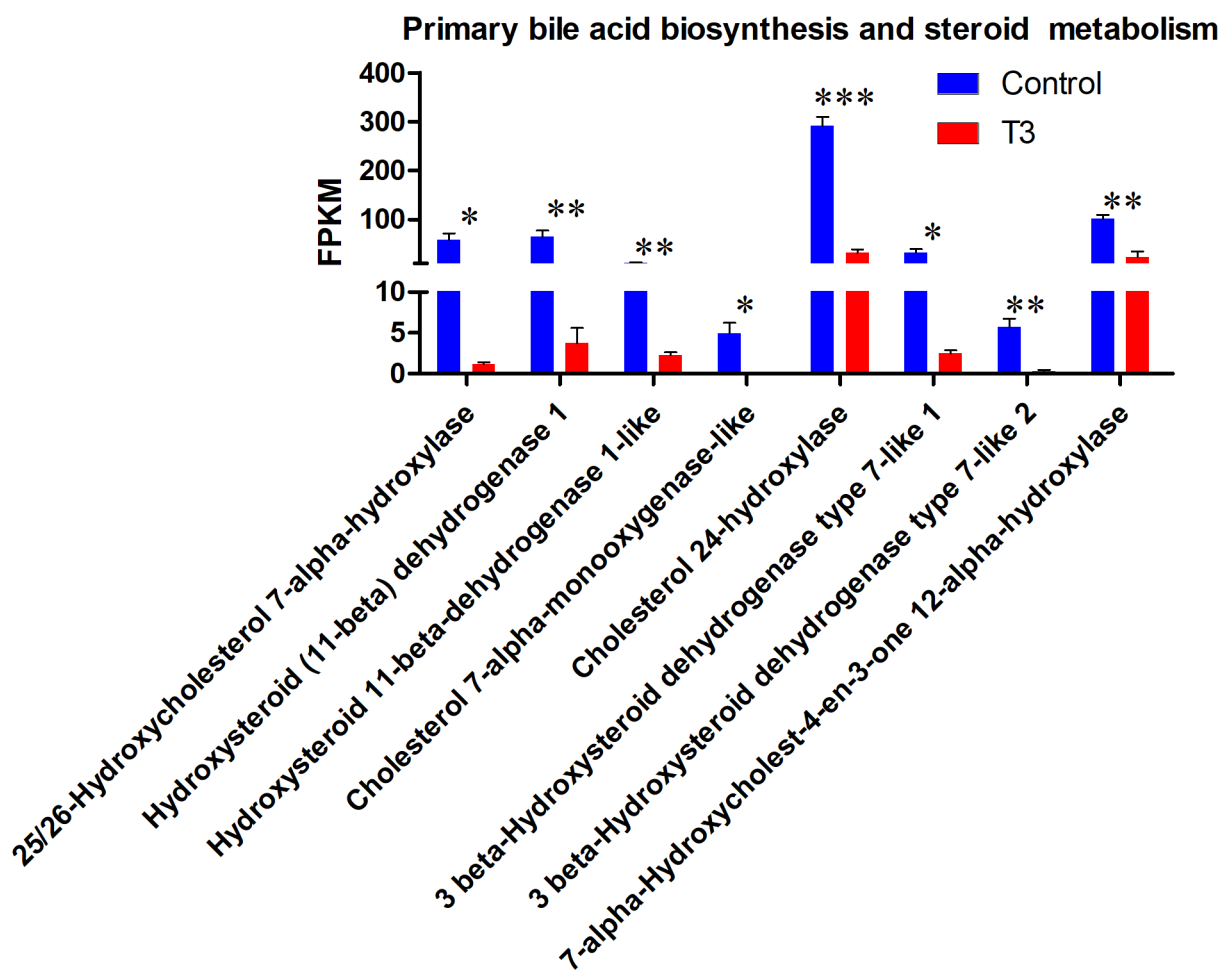

Figure S4. Transcriptional variation of genes involved in primary bile acid biosynthesis and steroid metabolism in the liver. *, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.001$.

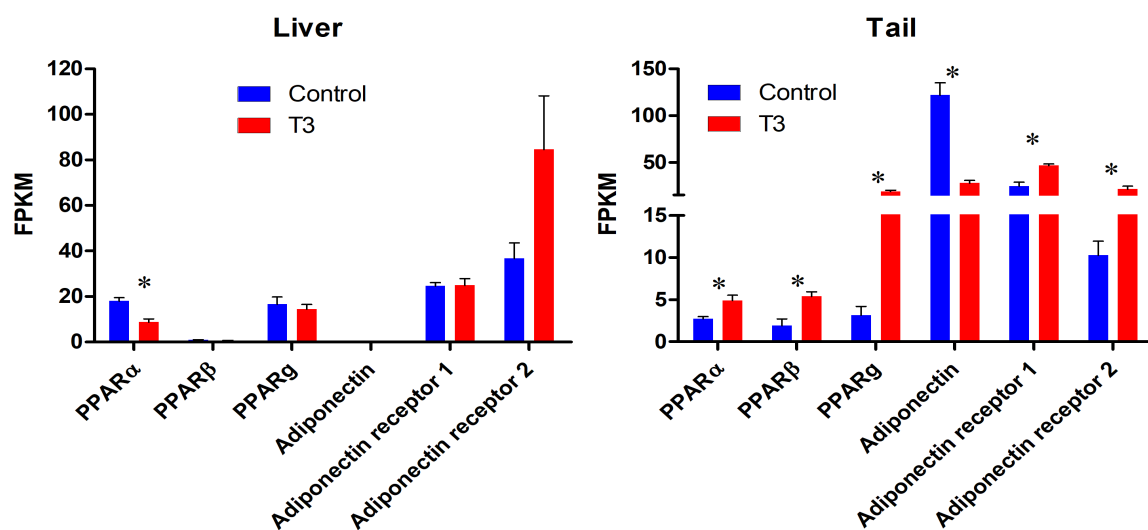

Figure S5. Transcriptional variation of genes with potential metabolic regulatory functions in the liver and tail. *, $p < 0.05$.

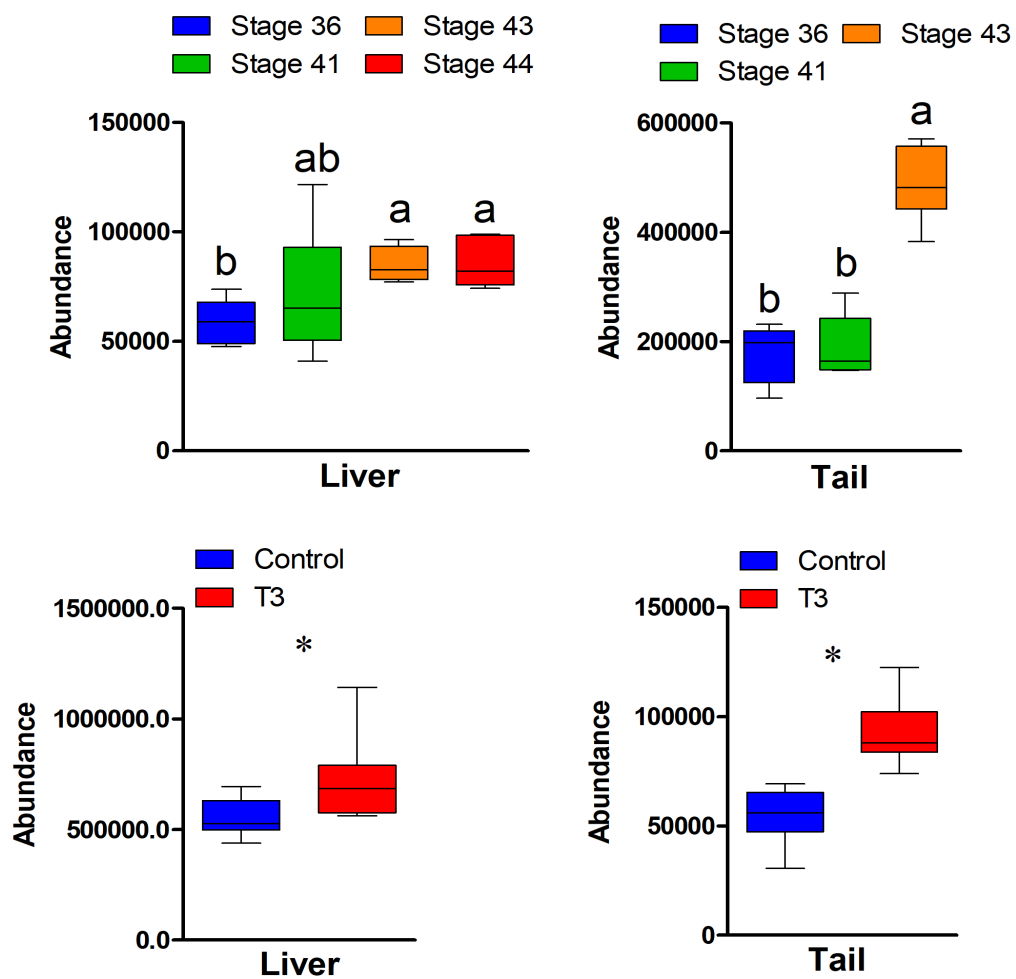

Figure S7. Variation of glutamine level during metamorphic climax. Different letters denote significant differences between groups ($p < 0.05$), as shown by the Student Newman Keuls post hoc test after one-way ANOVA. *, $p < 0.05$.

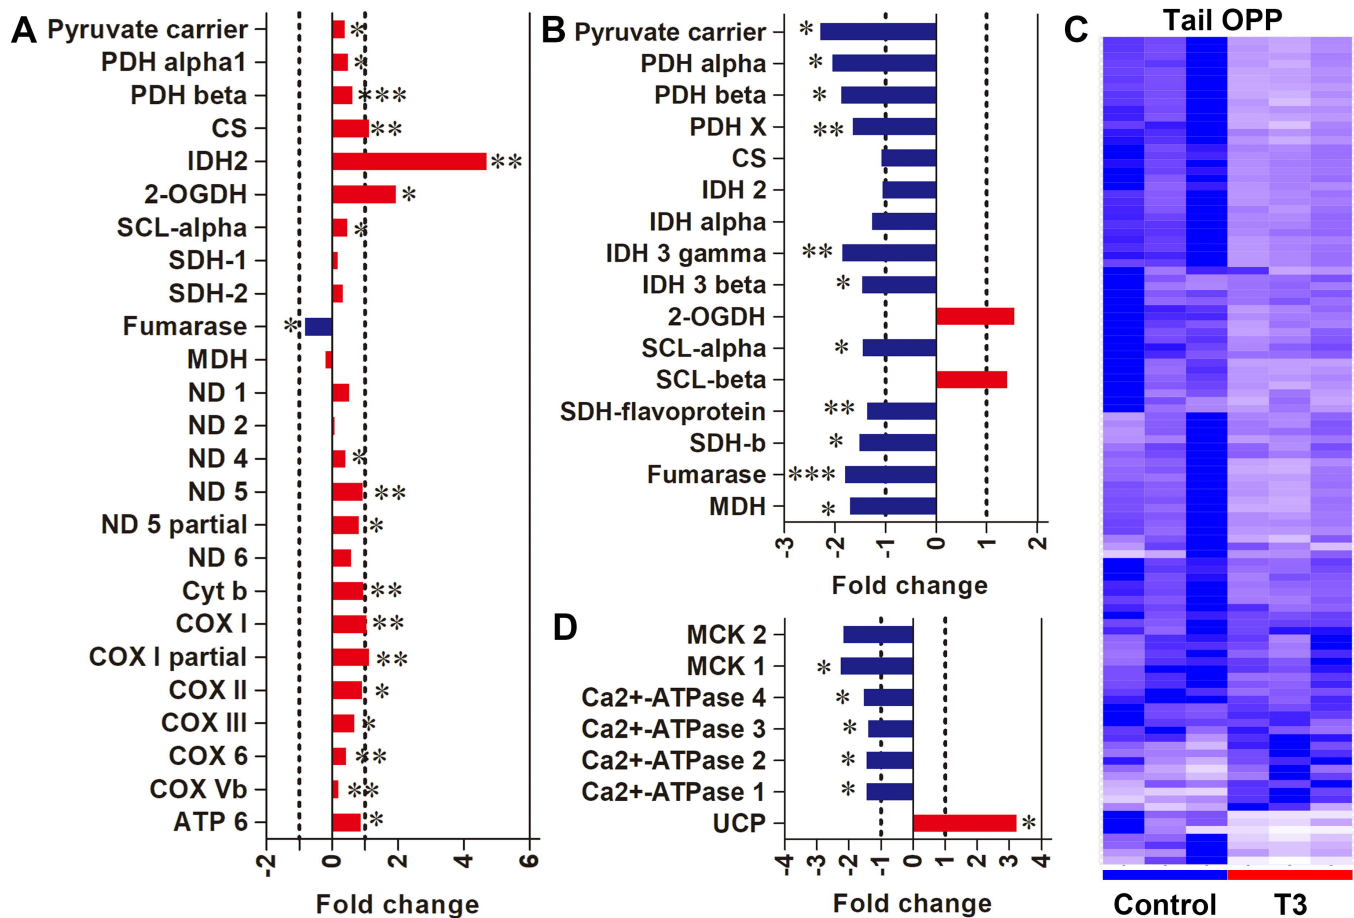

Figure S8. Transcriptional changes of genes involved in energy metabolism during metamorphic climax. (A) Transcriptional changes of genes involved in energy metabolism (i.e., TCA cycle and oxidative phosphorylation) in the liver. (B) Transcriptional changes of genes involved in TCA cycle in the tail. (C) Heatmap presenting the transcriptional level of genes in oxidative phosphorylation in the tail. (D) Transcriptional changes of major energy consuming protein in the tail. A positive logarithmic transformed fold change value means upregulation in T3-treated group, and vice versa; *, $p < 0.05$. PDH, pyruvate dehydrogenase; CS, citrate synthase; IDH, isocitrate dehydrogenase; 2-OGDH, 2-oxoglutarate dehydrogenase; SCL, succinyl-CoA ligase; SDH, succinate dehydrogenase; MDH, malate dehydrogenase; ND, NADH dehydrogenase; MCK, muscle creatine kinase; UCP, uncoupling protein.

How the deposited data were processed for this re-analysis (not part of the article)

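The authors sequenced liver and tail RNA of tadpoles kept with T3 or vehicle, assembled the reads into unigenes with Trinity and annotated them against the NR protein database. The deposited FPKM values were made by the authors with Bowtie for mapping and RSEM for quantification, and they were used as deposited, with 2 decimals. The ion intensity values of control and T3-treated tadpoles were extracted and aligned from mass spectra by the authors and are the ones the paper tabulates in its Tables S3 and S4. The tool and thresholds behind the paper's lists of changed genes are not given in the sources used here, apart from the lines drawn in its volcano plots. The paper names SPSS and independent-sample t tests for expression levels, with p below 0.05 in its panels, but does not tie them to these lists. No reads were mapped again, and no reference genome was used.

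All 12 columns of the table were matched to the samples by their labels, 3 for each tissue and treatment, and no column of values was left over. A unigene was tested within a tissue if it had at least 1 FPKM in at least 3 of the tissue's 6 libraries. Log2(FPKM + 1) of T3 and control libraries was compared with limma 3.58.1 in R 4.3.3 with an intensity-dependent variance trend, and p-values were adjusted by the Benjamini-Hochberg method over each tissue. A gene is called at adjusted p below 0.05, and the lines of the volcano plots, adjusted p of 0.01 and an absolute log2 fold change of 1, gave a second count. The difference between the T3 effects of liver and tail was tested in a model with 1 mean for each tissue and treatment. Groups, filter, model, thresholds and alternatives were fixed before the data were examined.

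Gene lists were written from annotation wording, with 1 unigene kept for each distinct description. They were corrected from the wording alone before any deposited value was read. The enzyme lists follow pathways of the paper's figures, whose values had been seen, and are filled with further members of each pathway. They cover lipid, bile acid, carbohydrate, amino acid and energy metabolism, proteases, transporters, ribosomal proteins, thyroid hormone response, and markers of tissues that samples may contain. Each list with at least 3 tested members entered camera with a preset correlation of 0.01, with the correlation estimated from the residuals as an alternative. Named genes are those the paper's text or panels name, matched by annotation. Where several unigenes match, the one with the highest mean FPKM over the 6 libraries of a tissue was taken, without regard to its change, and the calls of the others are given as counts. The rule adds the 5 largest rises and falls of each tissue, genes of the thyroid hormone response, and the 3 members with the highest expression of each list that passed. The paper's own values for these genes had been seen when they were chosen.

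Shares of summed FPKM and ion intensities were compared with exact permutation tests, over all splits of the samples, and intensities were adjusted over the ions of a tissue. A sample standing apart in an intensity group was sought with the Dixon test. All 10 splits of the libraries of each tissue and 100 draws for the difference between tissues, the real one included, were run through the same steps. The functions were tested on simulated data: no gene was called among libraries without a planted change, and 2 false calls came with the planted changes in each tissue. Alternatives changed the pseudocount (0.1 and 5), the filter, the scaling (equal library sums, median ratio, quantile), the variance estimate, the blocking by the replicate number that the labels carry, the single-gene test that the paper states, taken at p below 0.05 without adjustment, and each library in turn. The numbers come from the labels alone, and nothing in the sources used here says that they join samples. After the data were seen 2 kinds of alternative were added. The single-gene test that the paper states was applied at the lines of the volcano plots, with p adjusted and not adjusted. The other is the liver without control livers 1 and 2. It sets 1 control library against 3 T3 libraries, with the spread taken from the libraries that remain, and assumes that the lone control varies like them. Means are given with SD. Tables and figures were made with Python, pandas and numpy.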

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

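The pancreas explanation for α-amylase and the repeat without control livers 1 and 2 were chosen only after the result was seen. The criteria of the other tests here were written down beforehand. For α-amylase transcription, the muscle share and ribosomal scaling, the tests applied stricter limits than the written ones. By the written criteria alone a smaller muscle share would count as met. A T3 effect on α-amylase transcription and scaling of the ribosomal values would not.

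α-Amylase was lower in T3 livers while control livers 1 and 2 carried exocrine pancreas transcripts, and the highest control library held 267 times the summed pancreas FPKM of the lowest. Pancreas tissue in those 2 samples fits this value, since the other pancreatic enzymes moved with α-amylase. An effect of T3 on hepatic transcription cannot be told from it. For the 1 unigene tested, 1 of the 3 control livers lay at or below the highest T3 liver. That comparison rests on control liver 3 alone, and T3 liver 1 held some pancreas transcripts itself. Of 2 other tested α-amylase unigenes 1 fell, and as in every liver call its 3 controls all lay above its 3 T3 livers.

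Glycolysis and respiration transcripts of the tail fell together with muscle markers, whose median log2 fold change was -0.987 with an SD of 0.640 over the members. A smaller share of muscle RNA may account for the glycolytic median of -0.726, but the test cannot tell, since the other tissues are known from few markers. Medians of the other tissue markers in the test went up, with 1.085 for 12 epidermis unigenes (-4.689 to 8.766), 0.690 for 6 of notochord and cartilage and 0.567 for 2 of leukocytes. Outside the test melanophore (-1.042, 3 unigenes) and hepatocyte markers (-0.167) went down. Erythrocyte (1.196), intestinal (1.157) and pancreas markers (0.614) went up. Median-ratio scaling did not remove the glycolytic fall, as the median was -1.124 with a standard error of 0.3 between the library means. That scaling lowers the median of all tail genes too, from 0.308 to 0.001, and no other scaling was part of this test. With quantile normalization aldolase A was at -0.538 (adjusted p = 0.0721), and 6 of the 8 panel calls remained. Relative to the median of all tested tail genes the list stood at -1.034 on the deposited scale.

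Cytosolic ribosomal proteins were lower in both tissues, and scaling may account for the size of the medians. Nearest to 0 the median of the list was -0.204 in the liver, with median-ratio scaling and a standard error of 0.167, and -0.115 in the tail, with equal library sums and a standard error of 0.144. Against the median of all tested genes the list was lower by 0.296 in the liver and 0.656 in the tail, and its set test passed after median-ratio scaling (adjusted p = 6.2e-04 and 5.5e-16) but not with an estimated correlation on the deposited scale (0.573 and 0.736). Other scalings gave -0.510 and -0.338 in the liver and -0.760 and -0.119 in the tail, so the cause stays open.

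Random regroupings of the libraries into 3 against 3 are too few, at 10 for each tissue, for a share under 0.05. The real grouping gave 2365 called liver unigenes against at most 1 in any other, 510 against 1 past the volcano lines, and 14 lists against 13. In the tail it gave 4688 against 2, 2133 against 1, and 12 lists against 14, with 3 of 10 groupings reaching the real number of lists. For the difference between the tissues 2 of 100 groupings reached the real count of 4391, the other being the one that adds the T3 effects of both tissues (5028).

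Many T3 effects differed between the organs, 4391 unigenes in all and 66 of 134 named ones. In 9 of these the liver and tail calls were opposite. The liver minus tail difference was -2.203 for long-chain fatty acid transport protein 4 (adjusted p = 0.00146), -2.671 for glucosamine-6-phosphate isomerase 1 (adjusted p = 0.00137), -2.034 for xaa-Pro dipeptidase (adjusted p = 0.00309), -3.285 for cathepsin B (adjusted p = 6.7e-04), -2.820 for cathepsin Z (adjusted p = 0.00124) and -4.583 for type 3 deiodinase (adjusted p = 7.6e-04). It was 3.008 for mitochondrial PECK (adjusted p = 3.8e-04), 2.932 for glutamate dehydrogenase (adjusted p = 1.1e-04) and 3.837 for glutaminase (adjusted p = 7.0e-05). With median-ratio scaling the liver calls of the transport protein, the isomerase, xaa-Pro dipeptidase and cathepsin Z were lost (adjusted p = 0.2, 0.104, 0.114 and 0.0985), and the tail calls all remained.

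In the tabulated ion intensities 1 sample stood far from the others of its group in 10 of 54 groups, 5 of 32 in the liver and 5 of 22 in the tail, where chance gives about 1 in 20. Among T3 livers these samples were at 30935 for erythrose 4-phosphate (others 14450 to 22234), 52145 for 6-phosphogluconate (others 15086 to 33888) and 98724 for ribose 5-phosphate (others 34017 to 65782). Among control livers they were at 31976 for ribulose 5-phosphate (others 7384 to 12629) and 443683 for UDP-glucuronate (others 180809 to 270518). Among T3 tails they were at 61648 and 80418 for the (M+H)+ and (M-H)- ions of glutamine (others 33427 to 47235 and 39102 to 60989), 35052 for erythrose 4-phosphate (others 15602 to 25423), 169851 for ribulose 5-phosphate (others 82284 to 122497) and 51522 for UDP-glucuronate (others 13282 to 25640). All lay above their group.

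Several of the largest rises lie outside the metabolic genes that the paper follows, although its Discussion names hemoglobin. After T3, adult beta globin averaged 2306 FPKM in the liver, hemoglobin subunit alpha-c 1592, nnmt-prov protein, a nicotinamide N-methyltransferase, 794, and 2 unigenes of medium-chain fatty acyl-CoA hydrolase 576 and 983. In the tail keratin type II cytoskeletal 5 averaged 906 FPKM, pirica 394, keratin type I cytoskeletal 12 1322 and adult keratin RAK 207.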

How the results depend on the processing

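The liver without control livers 1 and 2, and the single-gene test that the paper states at the volcano lines, were chosen only after the result was seen, and the other alternatives were not. The first leaves 1 control library, assumed to vary like the others, so its lost calls say little about single genes. Over 482 results and 7691 alternative values 1 called gene changed its sign, SERCA1 in the tail, at 0.238 with quantile normalization, where it did not pass. A further 254 sign changes concern values past the threshold in neither setting.

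Most headline counts stayed within 1.5 times of their size under pseudocounts of 0.1 and 5, the stricter filter, robust variance and the scalings. Within that limit the called liver unigenes still went from 2365 to 1648 with median-ratio scaling. Their rises went from 725 to 1013 and their falls from 1640 to 635. The count of called liver unigenes became 1069 without the filter, where more genes enter the adjustment, 704 to 1836 when any 1 library was left out, and 135 without control livers 1 and 2, with fewer samples in each case. It became 4858 with the single-gene test that the paper states, where p is not adjusted, so that test and threshold change together, and 3839 with all 12 libraries in 1 model. For the volcano lines the liver count became 302 without the filter, 152 to 306 without 1 library, 19 without control livers 1 and 2 and 1531 with all libraries together. With the single-gene test that the paper states it became 0 with p adjusted and 1304 without adjustment, and the tail count 17 and 2007.

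The count of called tail unigenes became 2750 without the filter and 2561 to 5804 without 1 library. For the volcano lines it became 1279 with a pseudocount of 5, which shrinks fold changes, 1021 without the filter and 963 to 2411 without 1 library. For the difference between the tissues it became 2722 without the filter, 2924 with median-ratio scaling, 2582 to 5797 without 1 library and 1276 without control livers 1 and 2. The cause of the change with median-ratio scaling and with all libraries together was not tested.

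The number of passing lists fell to 0 in both tissues with an estimated correlation, and rose to 20 in the tail without the filter. The cause was not tested. With the replicate block, the number that the labels carry, 2177 liver and 4796 tail unigenes were called, 293 and 2363 passed the volcano lines, and 4334 differed between the tissues with that number as a random effect (consensus correlation -0.008), while 15 liver and 13 tail lists passed. The deviations of a library from its group correlated best with those of its own number in 5 of 6 cases between control and T3 livers. They did so in 6 of 6 between control livers and tails, and in 3 of 6 elsewhere.

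Of 72 liver calls among named and leading genes 39 were lost without some library and 62 without control livers 1 and 2, while 18 were lost with median-ratio scaling. Of the tail calls among such genes 36 were lost without some library and 9 with median-ratio scaling. Depth limits the low end, as the table carries 2 decimals. In the simulations, where few genes were altered, a log2 change of 1 was seldom recovered with 3 libraries in a group.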

Differences from the paper's values

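No test in this part was chosen after the result was seen, apart from the liver without control livers 1 and 2, which is compared with α-amylase alone, and the single-gene test at the volcano lines. Other ranges and alternatives here are those set beforehand. The single-gene test that the paper states is taken at p below 0.05 without adjustment, unlike the other settings. Of 127 values read from the paper's figures 17 differ from those found here, 5 of 72 in the liver and 12 of 55 in the tail. The tail number includes values of Fig. S8D, whose unit is in doubt. Figure values were read by eye and were taken as log2 fold changes unless a count or FPKM is named.

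For lysophosphatidic acid acyltransferase in the liver the paper shows about 1.8 (Fig. 3d, read by eye). The most abundant unigene is at 0.121 here, with no alternative nearer than 0.467, and of 5 other tested unigenes 1 rose. For α-amylase in the liver the paper shows about -0.9 (Fig. 5b, read by eye), and of 2 other tested unigenes here 1 fell. The unigene compared (TRINITY_DN95767_c0_g1) is at -7.013, and all alternatives set beforehand lie between -9.593 and -5.61. Without control livers 1 and 2, chosen after seeing the values and with 1 control library left, it is at -1.854 (adjusted p = 0.724). The control FPKM of cholesterol 7-alpha-monooxygenase is about 5 (Fig. S4, read by eye) against 104 ± 81.8, and the alternatives range from 59.5 to 140, the lowest within that SD but far above the figure. Another unigene with this description (TRINITY_DN111837_c5_g3), singled out after its values were seen, averaged 4.92 FPKM in controls and 0.0933 after T3.

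In the tail MAG O-acyltransferase is at about 2.8 (Fig. 4c, read by eye) in the paper and at -0.099 here (-0.485 to 0.143 over the alternatives), and the carnitine/acylcarnitine carrier at about -0.8 (Fig. 4d, read by eye) against -0.162, which does not differ with median-ratio scaling alone. Fatty acid desaturase 1 is at about 1.3 (Fig. 4d, read by eye) against 0.633, MMP13 at about 10 (Fig. 6b, read by eye) against 8.025 and carnosine dipeptidase 1 at about 4.4 (Fig. 6b, read by eye) against 3.477. These 3 do not differ with a pseudocount of 0.1 or with the single-gene test that the paper states, and differ under the other alternatives. α-Amylase is at about 2.1 (Fig. 5e, read by eye) against 0.585 (0.139 to 1.252) and hexokinase 2 at about 3.0 (Fig. 5e, read by eye) against 0.820 (0.409 to 1.083), with no alternative that closes the gap. Muscle creatine kinase is at about -2.2 (Fig. S8D, read by eye) against -1.162 (-1.575 to -0.394), SERCA1 at about -1.4 (Fig. S8D, read by eye) against -0.555 (-0.968 to 0.238) and UCP2 at about 3.2 (Fig. S8D, read by eye) against 1.522 (1.129 to 1.894). No log2 alternative closes these gaps. The Fig. S8D values lie near plain ratios of the means found here, signed by direction, although the legend calls that panel log-transformed. If they are plain ratios, these gaps come from the unit. The panels name no unigenes, and 2 of 3 other hexokinase 2 unigenes rose. Of these TRINITY_DN91800_c0_g3, singled out after its values were seen, went from 0.277 to 2.25 FPKM. The branched-chain aminotransferase of the figure carries no isoform. It is at about -1.6 (Fig. 6c, read by eye) against 0.085 for the cytosolic form (-0.307 to 0.312), and the mitochondrial form, at -1.544, does not differ.

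For unigenes past the drawn thresholds, up, the paper shows about 1000 points in the liver (Fig. S1C, read by eye) against 253 here, and for unigenes past the drawn thresholds, down, about 570 (Fig. S1C, read by eye) against 257. The ranges over the alternatives set beforehand are 95 to 593 and 57 to 938. In the tail about 1700 points lie on the falling side (Fig. S1D, read by eye) against 519 (231 to 913). The paper names independent-sample tests for expression levels but does not tie them to these plots, whose axis is an adjusted p. At the drawn lines that test gave 0 liver and 17 tail unigenes with p adjusted. Without adjustment it gave 320 up and 984 down in the liver and 1721 up and 286 down in the tail.

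Several directions that the paper states were not found here or only in part. Its text has glycogen synthase up and glycogen synthase kinase down in the tail, where the synthase fell (-1.51, adjusted p = 0.00641) and the beta kinase rose (1.21, adjusted p = 0.0166), as its own figure also draws them. In the liver it calls argininosuccinate lyase up (0.36, adjusted p = 0.287), and no setting calls it. In the tail it calls hexokinases and glucokinase up. There hexokinase 1 was at 0.08 and the most abundant hexokinase 2 unigene at 0.82, 2 of 3 other hexokinase 2 unigenes rose, and glucokinase was too low to test. It also calls tRNA synthetases down in the tail, while those for glutamate and proline (0.31), aspartate (0.28) and glycine (0.39) were not called under any setting. Of 31 such unigenes 9 fell with median-ratio scaling, where the list passed as lower (median -0.31, adjusted p = 0.0464), and 0 on the deposited scale (adjusted p = 0.22).

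Other genes that the paper calls did not pass here but pass under settings that were also run. In the liver DAG O-acyltransferase 1 passes with the stricter filter, median-ratio scaling, quantile normalization, robust variance, all 12 libraries in 1 model and without T3 liver 1. DAG O-acyltransferase 2 passes with the stricter filter, those 2 scalings, the single-gene test that the paper states, all 12 libraries and without T3 liver 2. Hepatic TAG lipase passes with that single-gene test and without T3 liver 2, DAG lipase beta with it, a pseudocount of 5, the stricter filter, robust variance and all 12 libraries, and HMG-CoA reductase with it, the stricter filter and all 12 libraries. Debranching enzyme and ribulose-phosphate 3-epimerase pass with the single-gene test alone. α-Amylase (TRINITY_DN95767_c0_g1) passes with the replicate number as a block, with all 12 libraries and without control liver 3. Cholesterol 7-alpha-monooxygenase (the unigene at 104 FPKM) passes with all 12 libraries. Of the tRNA synthetases, those for glutamate and proline and for glycine pass with the single-gene test, the stricter filter and all 12 libraries, the first also with the block and the second with robust variance, and that for aspartate with the single-gene test and all 12 libraries. Mitochondrial aspartate aminotransferase and argininosuccinate synthase pass with median-ratio scaling, the block, the single-gene test and all 12 libraries, the synthase also with the stricter filter. MMP15 passes with the single-gene test, the stricter filter, robust variance and all 12 libraries.

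In the tail hydroxyacyl-CoA dehydrogenase passes with median-ratio scaling, quantile normalization and the single-gene test, the trifunctional alpha subunit with the scalings and the beta subunit with the first of them. PPARα and UDP-N-acetylglucosamine pyrophosphorylase pass with equal library sums and with the single-gene test, the latter also without control tail 1, UDP-glucose 6-dehydrogenase with equal library sums, and fatty acid desaturase 1 with the single-gene test. 6-phosphogluconolactonase passes with equal library sums, the single-gene test and all 12 libraries, 6-phosphogluconate dehydrogenase and cathepsin D without control tail 1, and cathepsin K with equal library sums, all 12 libraries, and without control tail 1 or T3 tail 3. Stearoyl-CoA desaturase passes with equal library sums and without control tail 1, phospholipase D3 with these and the block, and mitochondrial aspartate aminotransferase with median-ratio scaling and all 12 libraries.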

Other observations

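None of the tests in this part was chosen after the result was seen. In the liver hemoglobin subunit alpha-c (TRINITY_DN111298_c11_g1), a chain of the oxygen carrier, rose from 0.29 ± 0.07 to 1592 ± 719 FPKM (n = 3, log2 fold change 10.14, adjusted p = 3.0e-05). The erythrocyte list, which holds larval and adult globins, had 3 rises and 4 falls among 11 liver unigenes, the same adjusted over the list alone (median -0.43, mean 1.77, set adjusted p = 0.13), and 6 rises and 1 fall among 12 in the tail, 7 and 1 adjusted over the list alone (median 1.2, set adjusted p = 0.0167, adjusted p = 0.763 with an estimated correlation, up to 0.186 without 1 library). In the tail keratin type II 5 (TRINITY_DN91866_c0_g1), a filament of the basal epidermis, rose from 0.823 ± 0.673 to 906 ± 547 (8.77, adjusted p = 1.5e-06) and adult keratin RAK from 0.15 ± 0.0819 to a mean of 207 (7.33, adjusted p = 1.3e-06). Keratin 14 fell from 1142 ± 730 to 2.23 ± 0.867 (-8.27, adjusted p = 1.2e-06), keratin 2 from 769 ± 464 to 9.98 ± 2.48 (-5.96, adjusted p = 5.6e-06) and another larval type I keratin (TRINITY_DN117901_c5_g4) from 929 ± 903 to 11.6 ± 3.84 (-5.76, adjusted p = 1.0e-04).

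Lysosomal hydrolases, which digest engulfed material, had 5 rises among 15 tail unigenes, 9 adjusted over the list alone (median 0.86, set adjusted p = 0.0682, and 0.0485 with median-ratio scaling), and 3 falls among 15 in the liver, 3 adjusted over the list alone (-0.48, adjusted p = 0.186), with the T3 effect lower in liver than in tail for 10 of 18. Collagens, the fibres of the matrix, had 11 rises and 2 falls among 27 in the tail, 12 and 2 adjusted over the list alone (0.71, adjusted p = 0.529), and 4 rises and 1 fall among 16 in the liver, 4 and 1 adjusted over the list alone (0.24, adjusted p = 0.0121, adjusted p = 0.474 with an estimated correlation). There collagen alpha-2(I) rose from 28.2 ± 10 to 63.8 ± 2.55 FPKM. Melanophore markers fell in 2 of 3 tail unigenes, 3 adjusted over the list alone (-1.04, adjusted p = 0.00439, adjusted p = 0.442 with an estimated correlation). The thyroid hormone response list passed in both organs, with 7 rises and 1 fall among 9 in the tail, 7 and 1 adjusted over the list alone (2.08, adjusted p = 0.00146, adjusted p = 0.442 with an estimated correlation), and a median of 2.8 in the liver, 3 and 1 adjusted over the list alone (adjusted p = 0.00236, adjusted p = 0.513 with an estimated correlation).

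Other lists did not pass on the deposited scale. Cell cycle genes had 2 rises among 11 in the tail, 7 adjusted over the list alone (0.87, adjusted p = 0.101, and 0.0485 with median-ratio scaling), and 0 in the liver (0.10, adjusted p = 0.125). Proteasome subunits had 2 rises and 1 fall among 20 in the tail (0.51, adjusted p = 0.674) and 2 falls among 20 in the liver (-0.25, adjusted p = 0.473). Apoptosis genes had 1 rise and 1 fall among 9 in the tail (median 0.31, mean -0.07, adjusted p = 0.542) and no call among 8 in the liver (-0.38, adjusted p = 0.705). Heat shock proteins had 4 rises and 3 falls among 17 in the tail (0.44 with a downward test, adjusted p = 0.858) and 2 rises among 9 in the liver (0.06, adjusted p = 0.356).

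Markers of other tissues add to the picture of the samples. Hepatocyte secreted proteins held 5.54 ± 0.909% of summed FPKM in control livers and 10.4 ± 1.91% after T3 (exact permutation p = 0.10), with 3 rises and 4 falls among 18 unigenes, 3 and 5 adjusted over the list alone (median 0.25, mean -0.04, adjusted p = 0.13), and 2 rises among 14 in the tail (adjusted p = 0.465). Mitochondrially encoded transcripts held 5.71 ± 0.138% and 10.8 ± 1.88% in the liver (exact permutation p = 0.10) and 5.05% and 5.35% in the tail (p = 0.50, same test). The 10 most abundant unigenes held 15% and 21% in the liver. Exocrine pancreas markers rose in 2 of 7 tail unigenes (adjusted p = 0.867), and muscle markers had no call among 13 in the liver (0.12, adjusted p = 0.607). Intestinal markers had no call among 4 in the liver (-0.90, adjusted p = 0.985) and 1 rise among 2 in the tail. Epidermis markers had 5 rises and 2 falls among 12 in the tail (adjusted p = 0.122), notochord and cartilage 3 rises among 6 there (adjusted p = 0.674) and 1 among 3 in the liver (adjusted p = 0.245). Leukocyte markers, 2 in each tissue, had no call.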
